# Identification and Validation of the Pyroptosis-Related Hub Gene Signature and the Associated Regulation Axis in Diabetic Keratopathy

**DOI:** 10.1155/2024/2920694

**Published:** 2024-03-18

**Authors:** Yi Cui, Li Wang, Wentao Liang, Li Huang, Shuting Zhuang, Hong Shi, Nuo Xu, Jianzhang Hu

## Abstract

**Background:**

Diabetic keratopathy (DK) poses a significant challenge in diabetes mellitus, yet its molecular pathways and effective treatments remain elusive. The aim of our research was to explore the pyroptosis-related genes in the corneal epithelium of the streptozocin-induced diabetic rats.

**Methods:**

After sixteen weeks of streptozocin intraperitoneal injection, corneal epithelium from three diabetic rats and three normal groups underwent whole-transcriptome sequencing. An integrated bioinformatics pipeline, including differentially expressed gene (DEG) identification, enrichment analysis, protein-protein interaction (PPI) network, coexpression, drug prediction, and immune deconvolution analyses, identified hub genes and key drivers in DK pathogenesis. These hub genes were subsequently validated in vivo through RT-qPCR.

**Results:**

A total of 459 DEGs were screened out from the diabetic group and nondiabetic controls. Gene Set Enrichment Analysis highlighted significant enrichment of the NOD-like receptor, Toll-like receptor, and NF-kappa B signaling pathways. Intersection of DEGs and pyroptosis-related datasets showed 33 differentially expressed pyroptosis-related genes (DEPRGs) associated with pathways such as IL-17, NOD-like receptor, TNF, and Toll-like receptor signaling. A competing endogenous RNA network comprising 16 DEPRGs, 22 lncRNAs, 13 miRNAs, and 3 circRNAs was constructed. After PPI network, five hub genes (*Nfkb1*, *Casp8*, *Traf6*, *Ptgs2*, and *Il18*) were identified as upregulated in the diabetic group, and their expression was validated by RT-qPCR in streptozocin-induced rats. Immune infiltration characterization showed that diabetic corneas owned a higher proportion of resting mast cells, activated NK cells, and memory-resting CD4 T cells. Finally, several small compounds including all-trans-retinoic acid, Chaihu Shugan San, dexamethasone, and resveratrol were suggested as potential therapies targeting these hub genes for DK.

**Conclusions:**

The identified and validated hub genes, *Nfkb1*, *Casp8*, *Traf6*, *Ptgs2*, and *Il18*, may play crucial roles in DK pathogenesis and serve as therapeutic targets.

## 1. Introduction

Diabetic keratopathy (DK) is a prevalent diabetic ocular complication, including superficial keratopathy, delayed epithelial wound healing, persistent epithelial defects, and recurrent ulceration, potentially leading to sight-threatening consequences [1, 2]. Current estimates suggest that DK occurs in 47-64% of all diabetic people [3]. With the global increase in the prevalence of diabetes, it could impose a heavy burden on public health worldwide. The pathogenesis of DK involves multiple cell types and events, such as decreased tear secretion, damaged innervation, weakened cell junctions, and impaired wound healing responses [4, 5]. Currently, the primary therapeutic strategies for DK focus on the promotion of epithelial repair with growth factors and artificial tears. The lack of explicit interventions targeting pathogenic mechanisms underscores our dedication to comprehending the intricate mechanisms associated with DK.

Hyperglycemia-induced excessive or chronic inflammation constitutes a pivotal factor in the pathogenesis of DK, leading to subsequent damage to the corneal “epineuroimmune” functional unit. As emphasized in literature [6], cell death and inflammation are intricately linked responses. Inflammasome-mediated pyroptosis is an important cell death process closely linked to diabetes and its complications, such as diabetic nephropathy [7], diabetic cardiopathy [8], and diabetic retinopathy [9]. Abnormal signals can stimulate cells to aggregate pattern recognition receptors, apoptosis speck-like protein, and pro-caspase-1 protein into a complex inflammasome. Moreover, the cleaved gasdermin D forms membrane pores, leading to cell swelling and lysis. This process further regulates the inflammatory cascade reaction by releasing proinflammatory cytokines like IL-1*β* and IL-18 [10]. In recent years, pyroptosis, a proinflammatory programmed cell death process, has emerged as a potential mechanism contributing to DK [10]. Among them, NLRP3 is the most extensively studied inflammasome within the pattern recognition receptor family. Existing literature has reported the association between the NLRP3 inflammasome and DK [11]. Local application of recombinant IL-receptor antagonist has been shown to alleviate impaired diabetic corneal wound healing [12], while subconjunctival administration of MCC950, a selective inhibitor of the NLRP3 inflammasome, has been found to expedite diabetic corneal wound closure and nerve regeneration [13]. Based on the finding above, we hypothesize that more pyroptosis-related key genes may participate in the pathogenesis of DK. However, no research has analyzed the pyroptosis-related gene profile. Therefore, establishing a system focused on pyroptosis-related genes is crucial for understanding the pathogenic mechanisms and treatment targets of DK.

In order to better understand the mechanisms of pyroptosis in DK, we employed data mining and analysis techniques to screen differentially expressed genes in the streptozocin- (STZ-) induced diabetic rat model in order to gain a deeper understanding of the underlying mechanisms of DK. Through the investigation and validation of hub differentially expressed pyroptosis-related genes, we were able to identify potential key players in the pathogenesis of DK. Our findings not only supplement existing research but also provide a reference for pyroptosis as a therapeutic target for DK.

## 2. Materials and Methods

### 2.1. Animal Study

Six male Brown Norway rats weighing 150-200 g from Slaccas, China, were used in this study. The experiments were conducted in strict accordance with the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines for the Use of Animals in Ophthalmic and Vision Research. The animal study was approved by the Fujian Medical University Animal Ethics Committee prior to initiation, and every effort was made to minimize any discomfort or harm to the animals involved. Animals were kept in controlled environmental conditions, including a 12-hour light and dark cycle, constant temperature and humidity, and ad libitum access to food and water. Diabetes induction was performed as previously described [4, 14]. In brief, rats were randomly divided into two groups. Streptozocin (STZ, Sigma-Aldrich, USA) was administered by a single intraperitoneal injection at 50 mg/kg to induce diabetes in rats, while citrate buffer was injected for the control group. Glucose blood readings (Ascensia Contour glucometer, Bayer Diabetes Care, USA) above 16.67 mmol/l were considered diabetic models in this study.

A Cochet-Bonnet esthesiometer (Luneau Ophtalmologie, France) was used to assess corneal sensitivity [15]. Briefly, rats were presented with a monofilament at varying lengths (6.0-0.5 cm) while unanesthetized to elicit a blink response. The longest filament length resulting in a positive response was considered the threshold of corneal sensitivity, which was verified twice. A low score indicating the absence or loss of corneal sensitivity was considered a model of DK, which was conducted in this study.

### 2.2. Sequence Analysis and Identification of Pyroptosis-Related Genes

After inducing diabetes for 16 weeks, the full-thickness cornea was meticulously trimmed off from the eyeball using surgical scissors under a microscope. Subsequently, the cornea was oriented with the epithelial side up, and the corneal epithelium was delicately scraped using a razor blade.

Total RNA was extracted from the corneal epithelium of six corneas from STZ-induced diabetic rats and six corneas from normal controls and subjected to whole-transcriptome sequencing analysis. 

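The corneal epithelium is the outer cell layer of the eye, and streptozotocin leaves a rat without most of its insulin-producing cells, so its tissues stay in high glucose. The values used here come from 3 libraries of diabetic rats (50 mg/kg streptozotocin) and 3 libraries of normal rats, all at 16 weeks. How corneas were combined into a library is not given in the sources used here. Total counts were 78980853, 76500184 and 81139312 in normal replicates 1, 2 and 3, and 87040253, 62288901 and 64263130 in diabetic replicates 1, 2 and 3. A locus without counts may still hold a share of up to 0.0345 to 0.0482 CPM, from counting error alone. The authors trimmed reads with cutadapt, aligned them to the rat build rn6 with Bowtie2, and deposited a count and an FPKM value (fragments scaled by locus length and library size) for each of 61453 loci. Of these loci 31831 have an annotated transcript type, and 705 carry a name that joins several genes, whose values cannot be told apart. The authors took log2 values, normalized them with the affy package and tested them with limma. Here log2(FPKM + 1) was quantile-normalized over the 42551 loci with a mean FPKM of at least 0.5, and diabetic libraries were compared with normal ones by limma. A locus passed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.2, which is 0.26 on the log2 scale. Log2 fold changes below are on this log2(FPKM + 1) scale, which understates the change of loci with low values, and SE is limma's standard error.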

The quantitative results can be obtained from the GEO DataSets database (accession number: GSE227165). A list of 1539 pyroptosis-related genes was curated from the MSigDB database [16] and the GeneCards database [17].

### 2.3. Data Preprocessing and Assessment of Differentially Expressed Genes (DEGs)

The data obtained from the whole-transcriptome sequencing analysis were log-transformed (base = 2) and normalized by the “affy” R package. Principal component analysis was applied to these data, and the results were plotted using the “ggplot2” package. The DEGs between diabetic corneal epithelial samples and normal samples were identified using the “limma” package [18]. The differentially expressed mRNAs (DEmRNAs), differentially expressed microRNAs (DEmiRNAs), differentially expressed long noncoding RNAs (DElncRNAs), and differentially expressed circular RNAs (DEcircRNAs) were screened uniformly following the criteria of |log2FC| > log2(1.2) and adjusted *p* value < 0.05. Volcano plots and heatmaps visualized the aforementioned DEGs with the “ggplot2” and “ComplexHeatmap” package [19], respectively.

To assess the effect of pyroptosis-related genes (PRGs) on DK, we intersected the PRGs with DEmRNAs to identify differently expressed pyroptosis-related genes (DEPRGs) by using the “ggVennDiagram” package [20]. The location of DEPRGs on rats' 21 chromosomes was drawn using the “RCircos” package [21]. In addition, the volcano plot and circle heatmap were also produced by the “ggplot2” package.

### 2.4. Establishment of Competing Endogenous RNAs (ceRNA) Networks

To investigate the hypothesis that lncRNAs or circRNAs could indirectly regulate mRNA expression by competing with miRNA as a natural sponge, the ceRNA network [22, 23] was constructed by the following steps: (1) the sequences of circRNAs and miRNAs were downloaded from circBase [24] and miRbase [25]; then, miRanda (https://www.‍miranda.‍org) was used to predict the interaction between circRNAs and miRNAs. (2) The function of lncRNA-mRNA was achieved in cis or in trans by diverse mechanisms [26]. (3) miRTarBase [27], miRecords [28], and TarBase [29] were used to forecast the validated target genes of miRNA. (4) RNA nodes that did not interact with other RNAs were removed. The generated lncRNA-mRNA-miRNA-circRNA networks were visualized by Cytoscape software [30] (version 3.7.0).

### 2.5. Functional Enrichment Analysis

With the “clusterProfiler” and “org.Rn.eg.db” (Genome wide annotation for Rat) packages, GSEA [31] was adopted to assess the distribution of the DEGs in ranked genes to determine their contributions to phenotype. The adj. *p* value, gene ratio, and normalized enrichment score (NES) were used to sort the pathways enriched in each phenotype with the “dotplot” package. A false discovery rate (FDR) < 0.25 and an adj. *p* value < 0.05 were considered significant enrichment.

To further explore the potential functional annotation and pathway attributions of DEPRGs, Gene Ontology (GO) [32] annotations were conducted to characterize biological properties, including biological process (BP), cellular component (CC), and molecular function (MF). Pathway enrichment was also undertaken with the Kyoto Encyclopedia of Genes and Genomes (KEGG) [33]. Both GO and KEGG were performed using the “clusterProfiler” package [34] and visualized with the “GOplot” package [35]. *p* < 0.05 was considered statistically significant for screening.

### 2.6. Construction of the Protein-Protein Interaction (PPI) Network and Identification of Hub Genes

The PPI networks of DEPRGs were constructed by the Search Tool for the Retrieval of Interacting Genes (STRING [36], version 11.5) online database with a combined confidence score ≥ 0.4 set as the filter condition.

Through the clusters devised by Molecular Complex Detection (MCODE) [37] in Cytoscape, key modules of the PPI network were established in line with the threshold of degree cutoff = 2, *K*‐core = 2, and node score cutoff = 0.2. Correlations between key module expressions were calculated using the nonparametric Spearman method with the “circlize” package [38].

To further narrow down the list of candidate genes, the cytoHubba [39] plugin app was conducted to explore hub genes from preloaded key modules via 10 topological algorithms, including Maximal Clique Centrality (MCC), Density of Maximum Neighborhood Component (DMNC), Maximum Neighborhood Component (MNC), Degree, Edge Percolated Component (EPC), Bottleneck, EcCentricity, Closeness, Radiality, and Stress. The final list of hub genes was screened by taking the intersection of different algorithms.

The “GOSemSim” package [40] was used to calculate the functional correlations between the hub genes linked in DK. This approach determines the likelihood of a gene being expressed by assessing its functional correlation with other genes in a pathway. The analysis was performed to identify critical genes associated with DK.

### 2.7. Immune Infiltration Analysis

To identify the immune cells in diabetic and control samples, we applied the CIBERSORTx deconvolution algorithm, which integrates labeled cell signatures derived from diverse sources, to calculate the proportion of the LM22 signature matrix based on the principle of linear support vector regression [41, 42]. We then used the Spearman correlation to determine the correlations between different immune cell types and the correlation between hub genes and significant immune cells using the “corrplot” package.

### 2.8. Prediction of Small Compounds Targeted Analysis of Hub Genes

MiRNet [43] is a miRNA-centric network visual analytic platform that contains information about miRNA-target interactions by integrating existing knowledge with users' data. miRNet was used to predict the potential downstream DEmiRNAs of candidate hug genes and further identify DEmiRNAs targeting small compounds. The hub gene-DEmiRNA-small compound networks were established by the “ggalluvial” package.

### 2.9. Validation of Characteristic Genes

The corneal epithelial samples were obtained from STZ-induced diabetic rats and nondiabetic controls. Total RNA was extracted, and cDNA was synthesized as previously described [44]. The quantitative real-time PCR (qRT-PCR) assays were conducted in triplicate using 3 independent sets of cDNA denaturation at 95°C for 10 seconds, annealing at 58°C for 30 seconds, and elongation at 72°C for 30 seconds on an Agilent Stratagene Mx3000P QPCR System. The comparative 2-*ΔΔ*Ct method was used to calculate the relative expression values, which were normalized to *β*-actin as a control. The primer sequences used are listed in Supplementary Table 1.

### 2.10. Statistics Analysis

All data processing and analysis were performed using the R software (version 4.1.0). PCR data were analyzed using SPSS 23.0 and compared using Student's *t*-test. All statistical *p* values were two-sided, and *p* < 0.05 was considered to be statistically significant.

## 3. Results

### 3.1. Establishment of the DK Model

Following STZ injection, blood glucose levels and corneal nerve sensitivity were assessed every four weeks (supplementary Figure 1). Blood glucose levels in the diabetic rat group consistently remained above 16.67 mmol/l, a statistically significant elevation compared to the normal control group. Corneal nerve sensitivity showed a mild decline at 4 and 8 weeks postinjection. A notable and statistically significant decline in corneal sensitivity was observed at both 12 and 16 weeks post-STZ injection. Thus, diabetic rats at 16 weeks postinjection conformed to the diabetic keratopathy model. 

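*Krt12*, the keratin that marks corneal epithelial cells, stood at 3949 ± 282 FPKM in normal and 4119 ± 305 FPKM in diabetic libraries (mean ± SD, n = 3 each). *Pax6*, the transcription factor of the eye lineage, stood at 19.97 and 17.8 FPKM. *Upk1b*, a membrane protein of surface cells, was at 255 ± 15.1 against 329 ± 23.0 FPKM, and *Krt8*, a keratin of simple epithelia, at 13.8 ± 2.23 against 22.0 ± 4.48 FPKM. The scraped tissue also carried transcripts of the stroma underneath: *Col1a1* was at 394 and 303 FPKM, and the keratocyte gene *Lum* at 162 ± 12.6 and 115 ± 11.6 FPKM. The 3 diabetic libraries lay above the 3 normal ones for *Upk1b* (log2 fold change 0.39, SE 0.13) and *Krt8* (0.64, SE 0.17), and below them for *Lum* (−0.48, SE 0.14). None of these 6 genes passed with limma (adjusted p 0.953 for *Upk1b*, *Krt8* and *Lum*), edgeR or DESeq2, and 3 had an unadjusted limma p under 0.05. Of 20 keratocyte markers tested, 14 had a negative and 6 a positive log2 fold change, and 1 was lower without overlap. The mean deviation of this list was lowest in diabetic replicate 1 (−0.46) and highest in diabetic replicate 3 (0.27). *Lum* and *Col1a1* therefore do not give the share of stroma. Transcripts of the lens were present too. The mean deviation of 15 lens markers was 2.69 in diabetic replicate 2 and −2.23 in diabetic replicate 3. It was −0.40 in diabetic replicate 1 and ran from −0.50 to 0.77 in normal libraries.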

Subsequently, corneal epithelial tissue was harvested for further analysis.

### 3.2. Identification of Differentially Expressed Genes (DEGs)

The flowchart of the analysis procedure is shown in Supplementary Figure 1. The PCA exhibited a clear picture of the diabetic and normal samples (Supplementary Figure 2). 

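On the first principal component diabetic replicates 2 and 3 scored 43.8 and 53.1, while diabetic replicate 1 scored −28.8 and did not lie with them. The normal replicates 1, 2 and 3 scored −17.9, −11.2 and −38.9 on it. On the second component normal replicate 3 (−49.1) and diabetic replicate 3 (−40.6) lay apart from the other 4 libraries (10.8 to 29.3). The first component held 26.2% of the variance, the second 21.8% and the third 19.1%. The list of immediate early and stress genes, a sign of tissue handling, had a mean deviation of −0.42 and −0.33 in diabetic replicates 2 and 3, 0.47 in diabetic replicate 1 and −0.072 to 0.30 in normal libraries. With the 500 loci of largest variance alone, normal replicate 1 (−28.4) lay apart from the other 5 libraries (−2.87 to 14.9) on the first component instead. The components come from the centred log2 values of all loci kept, and no test was applied to them.

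**Figure D1:**
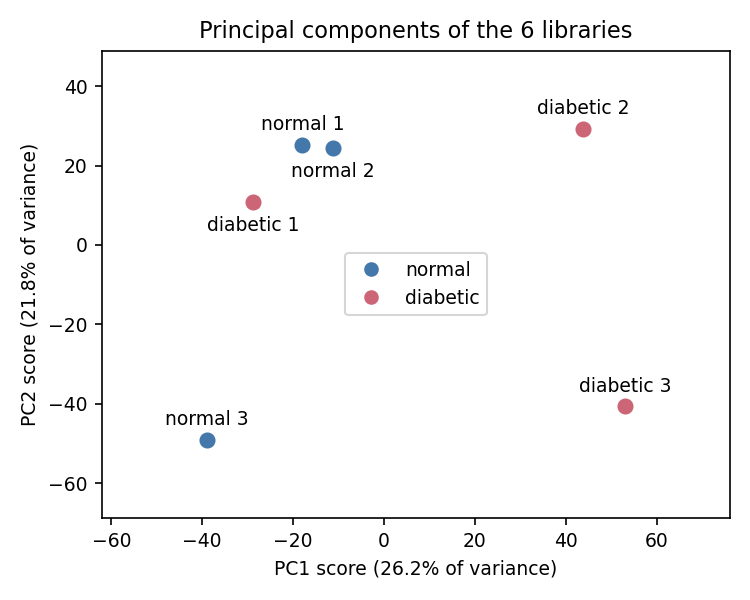
Scores of the 3 normal and 3 diabetic libraries on the first and second principal components of quantile-normalized log2(FPKM + 1).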

Following the aforementioned threshing, a total of 459 DEmRNAs (278 upregulated and 181 downregulated mRNAs), 198 DEmiRNAs (173 upregulated and 25 downregulated miRNAs), 88 DElncRNAs (35 upregulated and 53 downregulated lncRNAs), and 96 DEcircRNAs (26 upregulated and 70 downregulated circRNAs) were sorted out from the diabetic group and normal group. 

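*N4bp3*, which encodes a partner of the ubiquitin ligase NEDD4, had 3164, 2936 and 2512 counts in the normal libraries and 0 in each diabetic one, at least 2591-fold lower. *Smagp*, a small membrane glycoprotein at epithelial cell contacts, fell from 12.0 ± 0.311 to 4.65 ± 0.343 FPKM (mean ± SD, n = 3 each). *C1ql3*, a secreted C1q-like protein, rose from 0.173 ± 0.126 to 3.55 ± 0.0961 FPKM, and so did the unnamed loci MSTRG.20039 and MSTRG.20041 beside it on chromosome 17. An unannotated fragment in *Zfp655* had no counts in normal libraries and 585, 236 and 441 in diabetic ones, at least 466-fold higher. Inside *Dut*, the gene of dUTPase, a plus-strand fragment had 327, 274 and 385 counts against 0, and a minus-strand fragment 5, 0 and 0 against 259, 255 and 131, so a change of *Dut* itself is uncertain. Over all loci 8 had no counts in 1 group and at least 50 in every library of the other. Other splits of the 6 libraries into 3 and 3 held up to 15 such loci. All-or-none assignment of reads, library by library, therefore stays open for *N4bp3* and the fragment in *Zfp655* too. Log2 fold changes were −3.00 for *N4bp3* (SE 0.15, limma adjusted p 0.00168), −1.18 for *Smagp* (SE 0.10, 0.0251) and 1.99 for *C1ql3* (SE 0.16, 0.0193). These genes lie at 37089940 to 37099678 on chromosome 10, 142244295 to 142261330 on chromosome 7 and 80314186 to 80320681 on chromosome 17. With edgeR on the counts the adjusted p was 0.00305, 0.0821 and 0.174 in the same order. In all, 11 loci passed with limma (8 higher, 3 lower), 6 with edgeR (4 and 2) and 99 with DESeq2 (61 and 38), and 2021 had an unadjusted limma p under 0.05 at the same fold change. Whatever the fold, 2041 of the 42551 loci had an unadjusted limma p under 0.05, less than the share of 0.05 that chance gives. With 1 library left out, *N4bp3* passed each time (adjusted p 0.0085 to 0.0282), *C1ql3* only without normal replicate 2 (0.0477, otherwise 0.0709 to 0.208) and *Smagp* in no case (0.11 to 0.146). The log2 fold changes then ran from −3.10 to −2.93 for *N4bp3*, from 1.92 to 2.07 for *C1ql3* and from −1.23 to −1.13 for *Smagp*. At the locus of highest FPKM that carries its name, *C1ql3* had 1.77 and did not pass (0.0690). The count was 3 without diabetic replicate 1 and 5 without diabetic replicate 2 or 3, and without normal replicate 1 or 3 only 3 and 4 of the 9 loci called were among the 11. In counts simulated from these libraries limma found 25 of 50 loci changed 4-fold and 1 of 50 changed 2-fold, so smaller changes can be missed.

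**Figure D2:**
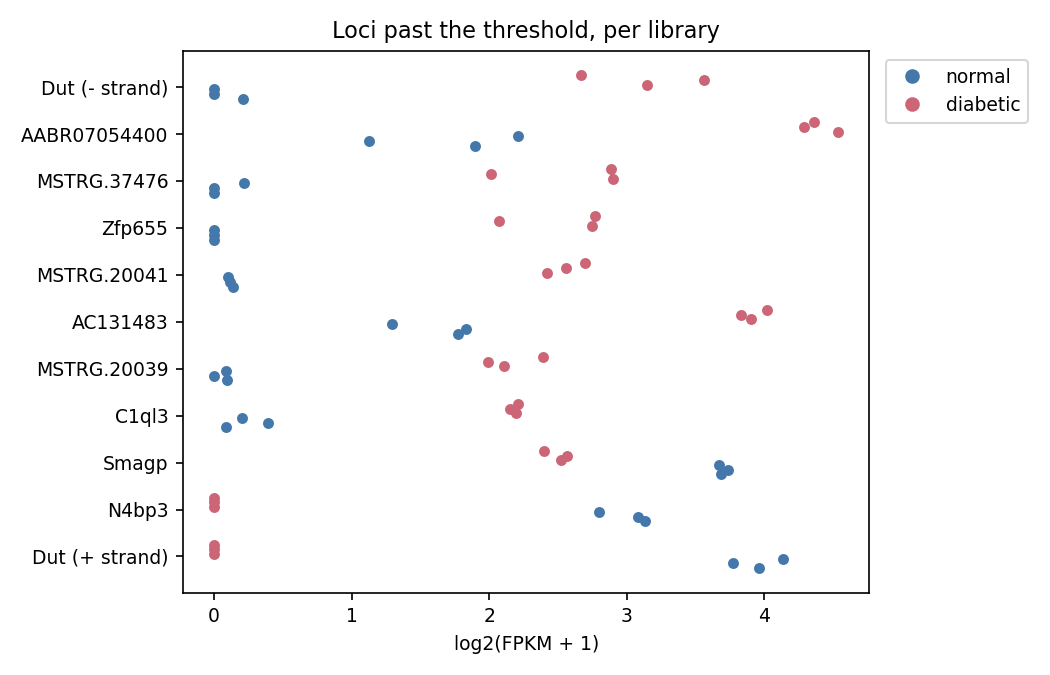
Log2(FPKM + 1) in each library for the 11 loci that passed with limma.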

The distribution of DEmRNAs, DEmiRNAs, DElncRNAs, and DEcircRNAs was illustrated by volcano plots and heatmaps, respectively (Figure 1).

### 3.3. Establishment of the Gene Set Enrichment Analysis (GSEA) of the DEmRNAs

As shown in Figure 2(a), GTPase activator activity, nucleoside-triphosphatase regulator activity, and GTPase regulator activity were activated in the diabetic groups, while negative regulation of response to organophosphorus, mitochondrial protein-containing complex, and mitochondrial matrix were suppressed. In addition, significant enrichment was observed in several signaling pathways, including the NOD-like receptor signaling pathway, Toll-like receptor signaling pathway, C-type lectin receptor signaling pathway, NF-kappa B signaling pathway, and inflammatory mediator regulation of TRP channels, in the diabetic group compared to the normal group (*p* < 0.05, Figure 2(b)). 

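Small G proteins are switched on by exchange factors and switched off by GTPase activators. The exchange factor genes *Arhgef17* (5.65 ± 0.488 to 8.20 ± 0.600 FPKM) and *Rapgef6* (4.21 ± 0.311 to 6.01 ± 1.09 FPKM; mean ± SD, n = 3 each) were higher in all diabetic libraries. The GTPase activator gene *Tbc1d2* stood at 4.97 ± 0.129 and 6.25 ± 0.426 FPKM, again without overlap. Of the 100 exchange factor genes tested 69 had a positive log2 fold change (median 0.051), and of the 111 GTPase activator genes 75 had one (median 0.065). This shift lay in diabetic replicates 2 and 3: the list means of diabetic replicate 1 (−0.020 and −0.038) fell within the range of the normal libraries (−0.072 to 0.0080 and −0.070 to 0.011), and those of the other 2 lay above it (0.047 to 0.077). Other lists parted diabetic replicates 2 and 3 from diabetic replicate 1 too. Markers of monocytes and macrophages were at 0.17 and 0.22 against −0.13, and immediate early and stress genes at −0.42 and −0.33 against 0.47. The G protein shift was not tested apart from these. Among genes of the mitochondrial matrix, a GO term in the files, 62 of 150 had a positive log2 fold change (mean −0.036). *Mrpl37*, a protein of the mitochondrial ribosome, stood at 4.40 ± 1.27 and 7.71 ± 0.185 FPKM and did not pass (adjusted p 0.953 with limma, 0.0910 with DESeq2). With camera both G protein lists shifted higher (adjusted p 0.0399 each), but with the correlation between genes estimated the adjusted p was 0.777 for exchange factors and 0.798 for activators, and with the locus rule planned first 0.0678 and 0.11, so neither call holds. The normalized enrichment score of the mitochondrial matrix was −1.15 (fgsea adjusted p 0.949). No single gene of the G protein lists passed with limma, edgeR or DESeq2; at unadjusted limma p under 0.05 there were 5 higher and 1 lower exchange factor genes, and 2 higher and 2 lower activator genes. The groups did not overlap for 8 higher and 6 lower exchange factor genes, and for 4 higher and 3 lower activator genes.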

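Pathways of innate immune receptors held more genes with a positive than with a negative log2 fold change. *Pik3cd*, a kinase downstream of several such receptors, stood at 1.85 ± 0.0912 FPKM in normal and 4.12 ± 1.90 FPKM in diabetic libraries (mean ± SD, n = 3 each). *Tlr4*, the receptor of bacterial lipopolysaccharide, stood at 3.57 ± 0.142 and 4.88 ± 1.55 FPKM. Positive log2 fold changes were seen for 47 of 74 genes of the NOD-like receptor list, 35 of 57 of the Toll-like receptor list and 45 of 67 of the C-type lectin receptor list. The NF-kappa B list had 37 of 62 and the list of inflammatory mediators of TRP channels 42 of 66. The list means lay above those of all normal libraries in the 3 diabetic libraries for C-type lectin receptors alone: diabetic replicate 3 lay within the normal range for NOD-like and Toll-like receptors, diabetic replicates 1 and 3 for NF-kappa B, and diabetic replicate 1 for TRP channels. Camera passed the C-type lectin receptor list alone (adjusted p 0.0399), and not with an estimated correlation (0.777) or the locus rule planned first (0.0678). The other adjusted p values from camera were 0.216 for NOD-like receptors, 0.152 for Toll-like receptors, 0.400 for NF-kappa B and 0.0550 for TRP channels. Over 25 alternative settings the C-type lectin receptor list lost its call in 14, and the TRP channel list passed in 6. No member of these 5 lists passed with limma or edgeR; DESeq2 called *Traf6*, a member of the NOD-like, Toll-like and NF-kappa B lists, and the chemokine gene *Cxcl12* of the NF-kappa B list (2.89 ± 0.952 and 1.29 ± 0.146 FPKM), both lower. At unadjusted limma p under 0.05 there were 3 higher and 1 lower genes of the NOD-like, 5 and 1 of the Toll-like, 5 and 1 of the C-type lectin receptor, 2 and 3 of the NF-kappa B and 1 and 0 of the TRP channel list.

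**Figure D3:**
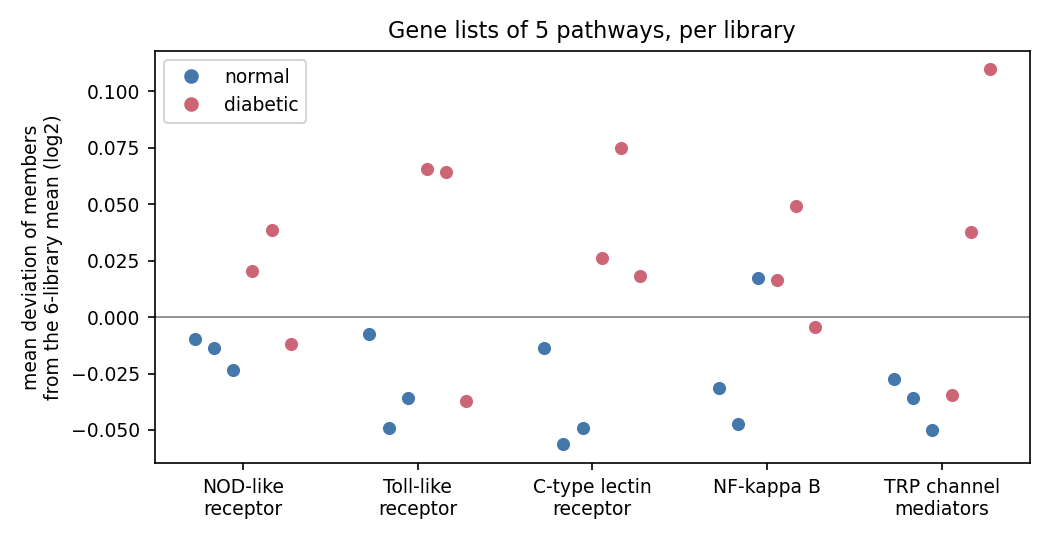
Mean deviation of the genes of each pathway list from their mean over the 6 libraries, on the log2 scale; each point is 1 library.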

The important enriched pathway of the detailed GSEA is presented in Figures 2(c)–2(f). Complete result lists from the GSEA are provided in Supplementary Table 2.

### 3.4. Identification of Differentially Expressed Pyroptosis-Related Genes (DEPRGs)

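*Cd14*, the co-receptor that hands lipopolysaccharide to TLR4, stood at 3.32 ± 1.27 FPKM in normal and 8.30 ± 3.38 FPKM in diabetic libraries (mean ± SD, n = 3 each). *Apip*, an inhibitor of apoptosome and caspase-1 activity, stood at 1.57 ± 0.127 and 1.93 ± 0.0847 FPKM. *Bhlhe41*, a transcription repressor of the circadian clock, lay lower, at 10.8 ± 2.03 and 7.26 ± 0.751 FPKM. Of the 33 genes in Supplementary Table 3, 32 were found; *Lyst* was not analysed here, and *Adora1* (0.0146 and 0.147 FPKM) lay under the filter, which leaves 31 tested. None passed with limma or edgeR, DESeq2 called 1 (*Traf6*, lower), and 6 had an unadjusted limma p under 0.05. The groups did not overlap for 3 genes with higher and 3 with lower diabetic values, where chance gives 10%, or 3.1 genes. Adjusted over the list alone, 1 gene passed (*Traf6*, adjusted p 0.0385 with limma); the study chose this list on these samples, so this is not independent evidence. Without diabetic replicate 1, 14 genes passed in this way, and none did without any other single library or with eBayes without trend.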

To evaluate the expression patterns of pyroptosis-related genes (PRGs), we overlapped the DEmRNAs with PRGs to obtain 33 differentially expressed pyroptosis-related genes (DEPRGs) for further analyses (Figure 3(a) and Supplementary Table 3). Most of these genes were annotated on chromosomes 3, 4, 8, and 13 (Figure 3(b)). 

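*Ptgs2*, *Bcl2* and *Ikbke* lie on chromosome 13, as does *Adora1*, which was not tested. *Apip*, *Cebpb* and *Traf6* lie on chromosome 3, *Bhlhe41*, *Cycs* and *Pparg* on chromosome 4, and *Birc3*, *Casp4* and *Il18* on chromosome 8. Without *Adora1* these are 12 of the 31 genes tested, or 38.7%, while the same 4 chromosomes hold 2971 of the 13924 annotated loci that were tested, or 21.3%. A one-sided Fisher exact test gives p 0.0208 for the 4 chromosomes, which were picked from these same genes. Taken separately, the smallest p was 0.0609, for chromosome 13, and no chromosome passed once adjusted over all of them.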

Of the DEPRGs identified, 30 were upregulated and 3 were downregulated, as shown in the volcano plot and circle heatmap (Figures 3(c) and 3(d)).

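Of the 31 genes tested, 16 had a positive and 15 a negative log2 fold change, with a median of 0.16. The values ran from −0.91 for *Jun*, an early stress gene with wide scatter (SE 0.62), to 1.12 for *Cd14* (SE 0.31). Positive values included the intermediate filament gene *Vim* (0.43, SE 0.27), the surface mucin gene *Muc20* (0.32, SE 0.23), and the genes *Usp24* (0.25), *Setd7* (0.25), *Htra1* (0.27) and *Apaf1* (0.21). Negative values included the gap junction gene *Gja1* (−0.15, SE 0.15), cytochrome c, *Cycs* (−0.14), and the ATP-gated channel *P2rx7* (−0.18, and 0.15 at its locus of highest FPKM). *Bcl2* (−0.21, and −0.14 at its locus of highest FPKM), *Tubb6* (−0.075) and *Zdhhc1* (−0.076) were negative too. Adjusted p values from limma lay between 0.953 and 0.996.

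**Figure D4:**
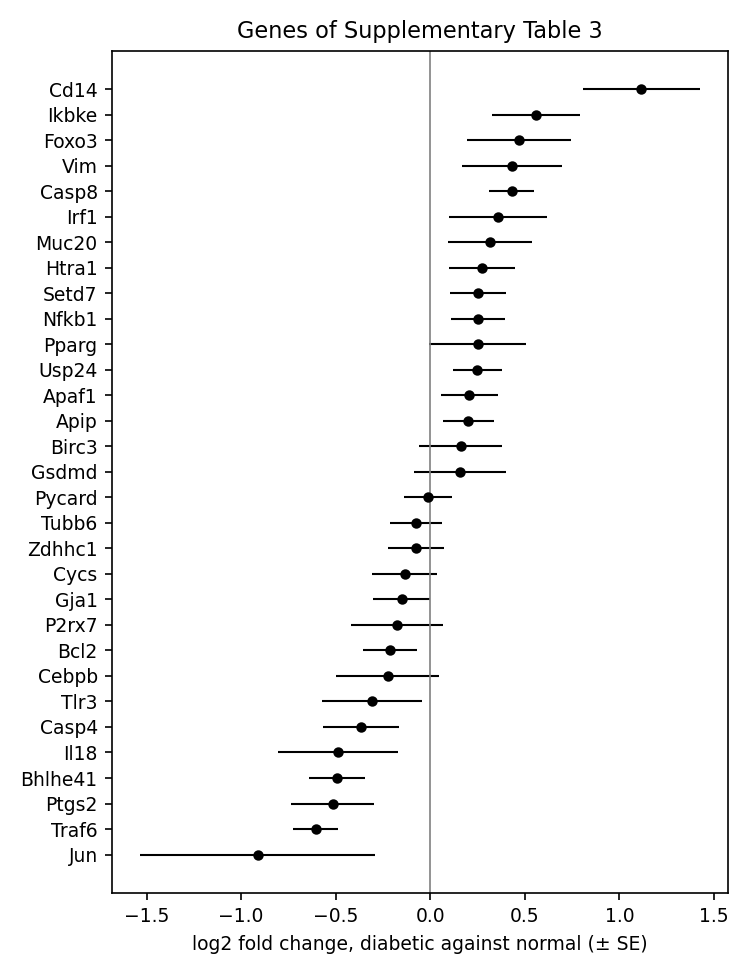
Log2 fold changes (± SE) of the 31 genes of Supplementary Table 3 that were tested.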

### 3.5. Competing Endogenous (ceRNA) Networks Based on DEPRGs

Based on the ceRNA hypothesis, we constructed a lncRNA-mRNA-miRNA-circRNA network involving DEPRGs and took the intersection with our DEPRG list described above. A total of 17 mRNA-miRNA pairs (10 DEPRGs and 10 DEmiRNAs), 60 mRNA-lncRNA pairs (14 DEPRGs and 22 DElncRNAs), and 3 miRNA-circRNA pairs (3 DEmiRNAs and 3 DEcircRNAs) were identified to predict the interaction. This network was visualized by representing the distribution of interactions through Cytoscape (Figure 3(e)).

### 3.6. Functional Enrichment Analysis Based on DEPRGs

To elucidate the biological functions and pathways of DEPRGs, GO and KEGG analyses were performed. In the biological process category, the results revealed that the DEPRGs mainly affect response to tumor necrosis factor, cellular response to external stimulus, cytokine-mediated signaling pathway, and NIK/NF-kappa B signaling (Figure 4(a)). In the cellular component category, the majority of DEPRGs were enriched in the RNA polymerase II transcription regulator complex, membrane raft, transcription regulator complex, and inflammasome complex (Figure 4(b)). 

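In the paper's account the NLRP3 inflammasome activates caspase-1, which cleaves gasdermin D, and the cleaved gasdermin D makes pores in the membrane. *Casp4*, *Gsdmd* and *Pycard* make up 3 of the 5 tested genes that the files annotate to the NLRP3 inflammasome complex. In a draw of 31 genes 0.0130 would fall there. For biological processes, 11 of the 31 genes belong to the apoptotic process, among them *Casp8*, *Apaf1*, *Birc3* and *Foxo3* (0.761 expected). *Cd14*, *Il18*, *Tlr3* and *Traf6* belong to the positive regulation of NIK/NF-kappaB signaling (0.128 expected). For molecular functions, *Bhlhe41*, *Cebpb*, *Foxo3*, *Jun*, *Nfkb1* and *Pparg* carry DNA-binding transcription repressor activity (0.433 expected). One-sided Fisher tests over 5569 terms gave adjusted p 8.08e-05, 4.92e-07, 0.00195 and 0.00115 in this order, and 103 terms passed. The genes were drawn from a list of pyroptosis genes while the background was all annotated genes, so terms on cell death and inflammation are high by construction.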

For molecular function, the most significant entries were DNA-binding transcription repressor activity (RNA polymerase II-specific), ubiquitin-like protein ligase binding, cysteine-type endopeptidase activity involved in the apoptotic process, and tumor necrosis factor receptor binding (Figure 4(c)). Furthermore, the KEGG analysis exhibited that the most involved pathways were IL-17 signaling, NOD-like receptor signaling pathway, TNF signaling pathway, Toll-like receptor signaling pathway, and C-type lectin receptor signaling pathway (Figure 4(d)). 

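*Jun*, *Nfkb1* and *Casp8* belong to several of these pathways at once, because the same kinases and transcription factors serve many receptors. The NOD-like receptor pathway held 12 of the 27 annotated genes, among them *Gsdmd*, *Pycard*, *Il18* and *P2rx7* (0.659 expected). The IL-17 pathway held 7 (0.310 expected), with *Cebpb*, *Ikbke*, *Ptgs2* and *Traf6* beside these 3. The Toll-like and C-type lectin receptor pathways held 7 each (0.349 and 0.443 expected), and the TNF pathway held 7 as well (0.476 expected), among them *Birc3* and *Irf1*. Adjusted p was 1.02e-10 for NOD-like receptors, 1.04e-06 for IL-17, 1.61e-06 for Toll-like receptors, 5.20e-06 for C-type lectin receptors and 6.62e-06 for TNF (one-sided Fisher tests). Of 310 pathways 38 passed, with the KEGG annotation of the files as background (4874 genes). Membership says nothing on direction, and the limit on the background given for GO terms holds here too.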

Additional information regarding the GO and KEGG analyses is shown in Supplementary Table 4.

### 3.7. Protein-Protein Interaction (PPI) Network Construction and Hub Gene Analyses

After eliminating the isolated genes without interaction, the PPI network was constructed, which contained 33 nodes and 185 edges (Figure 5(a)). The functional enrichment analysis via the STRING database indicated that these DEPRGs were significantly associated with pyroptosis, I-kappa B phosphorylation, cysteine-type endopeptidase activity involved in apoptotic process, NLRP3 inflammasome complex, and AIM2 inflammasome complex. Furthermore, the distribution of 33 DEPRGs in the different clusters was displayed in a heatmap (Figure 5(b)).

Through the MCODE plugin in Cytoscape, two key modules from the PPI network were established (Figure 5(c)). 

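*Irf1*, a transcription factor induced by interferon, stood at 35.6 ± 4.18 FPKM in normal and 47.5 ± 19.4 FPKM in diabetic libraries (mean ± SD, n = 3 each). *Ikbke*, a kinase that drives interferon and NF-kappa B responses, stood at 3.58 ± 0.950 and 5.73 ± 1.80 FPKM. The double-stranded RNA receptor gene *Tlr3* lay at 3.22 ± 0.295 and 2.56 ± 1.36 FPKM, and *Casp4*, the caspase that senses lipopolysaccharide inside the cell, at 3.36 ± 0.533 and 2.41 ± 0.858 FPKM. *Jun* stood at 29.7 ± 18.1 and 17.9 ± 17.2 FPKM. *Birc3* shares its locus with a neighbouring gene of the same family, so its value (6.41 and 7.28 FPKM) is uncertain. With the hub genes, 5 of these 11 module genes had a positive and 6 a negative log2 fold change. None passed with limma or edgeR, 1 passed with DESeq2 (lower), and 4 had an unadjusted limma p under 0.05. Log2 fold changes were 0.36 for *Irf1* (SE 0.26), 0.56 for *Ikbke* (SE 0.23), −0.31 for *Tlr3* (SE 0.26) and −0.37 for *Casp4* (SE 0.20). With 1 library left out, *Irf1* ran from 0.060 to 0.62 and *Ikbke* from 0.35 to 0.71. *Tlr3* ran from −0.60 to −0.049 and *Casp4* from −0.54 to −0.19.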

There were 11 nodes in module 1, namely, *Ptgs2*, *Il18*, *Tlr3*, *Traf6*, *Nfkb1*, *Birc3*, *Casp8*, *Irf1*, *Casp4*, *Jun*, and *Ikbke*, with the highest MCODE scores. Three genes were obtained in module 2, including *Pparg*, *Foxo3*, and *Cebpb*. 

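*Pparg*, the nuclear receptor for fatty acids, stood at 3.05 ± 0.551 FPKM in normal and 3.94 ± 1.70 FPKM in diabetic libraries (mean ± SD, n = 3 each). *Cebpb*, a transcription factor of inflammation and differentiation, stood at 5.42 ± 0.843 and 4.76 ± 2.51 FPKM. In both genes the diabetic libraries spread over the whole normal range. The log2 fold change was 0.25 for *Pparg* (SE 0.26, limma adjusted p 0.962) and −0.22 for *Cebpb* (SE 0.27, 0.964).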

The Spearman correlation analysis was performed for each gene individually (Figure 5(d)). All genes belonged to the upregulated DEPRGs, and most of them displayed a strong positive correlation. Specifically, *Traf6* and *Tlr3*, *Il18* and *Casp4*, and *Jun* and *Cebpb* showed a significantly positive correlation (*r* > 0.95, *p* < 0.01). 

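*Il18* read 5.98, 9.04 and 6.38 FPKM in normal replicates 1 to 3 and 8.46, 2.79 and 4.11 FPKM in diabetic replicates 1 to 3. *Casp4* read 2.88, 3.93 and 3.26 FPKM, and 3.26, 1.55 and 2.44 FPKM, in the same libraries. Both genes were therefore highest among normal libraries in replicate 2 and lowest among all 6 in diabetic replicate 2. *Tlr3* read 3.16, 2.96 and 3.54 FPKM, and 4.08, 2.14 and 1.47 FPKM; *Traf6* read 6.80, 6.88 and 7.48 FPKM, and 4.55, 3.52 and 4.71 FPKM. Correlations between genes were not analysed here.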

*Nfkb1* was reflected by a positive correlation with *Irf1* and *Ikbke* (*r* > 0.99, *p* < 0.01). Moreover, we calculated the semantic similarity and found that *Nfkb1* exhibited the highest similarity among the other 13 hub genes (Figure 5(e)).

Furthermore, according to the scores with cytoHubba in Cytoscape, all key modules were ranked in the top 10 of each algorithm. 

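*Traf6*, the ubiquitin ligase that carries Toll-like and interleukin-1 receptor signals, stood at 7.05 ± 0.373 FPKM in normal and 4.26 ± 0.645 FPKM in diabetic libraries (mean ± SD, n = 3 each), below every normal library. *Ptgs2*, the inducible cyclooxygenase, lay below every normal library too, at 2.13 ± 0.261 and 1.23 ± 0.605 FPKM. *Casp8*, the caspase of death receptors, lay above every normal library, at 5.27 ± 0.549 and 7.33 ± 0.603 FPKM. *Nfkb1* (5.54 ± 0.865 and 6.66 ± 0.672 FPKM) and the cytokine gene *Il18* (7.13 ± 1.67 and 5.12 ± 2.97 FPKM) overlapped between the groups. Log2 fold changes were −0.61 for *Traf6* (SE 0.12), −0.52 for *Ptgs2* (SE 0.22), 0.43 for *Casp8* (SE 0.12), 0.25 for *Nfkb1* (SE 0.14) and −0.49 for *Il18* (SE 0.32). With 1 library left out, *Traf6* ran from −0.66 to −0.51, *Ptgs2* from −0.70 to −0.30 and *Casp8* from 0.36 to 0.50. *Nfkb1* ran from 0.14 to 0.34 and *Il18* from −0.84 to −0.21, so sizes moved while no sign turned. *Casp8* had 0.0862 at its locus of highest FPKM, the rule planned first, which was replaced after values had been seen. None of the 5 genes passed with limma (adjusted p 0.953 each) or edgeR; DESeq2 called *Traf6* lower (adjusted p 0.0155), and 3 genes had an unadjusted limma p under 0.05. The exact permutation p was 0.10 for *Traf6*, *Ptgs2* and *Casp8*, 0.20 for *Nfkb1* and 0.40 for *Il18*, and 3 against 3 libraries cannot go below 0.10.

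**Figure D5:**
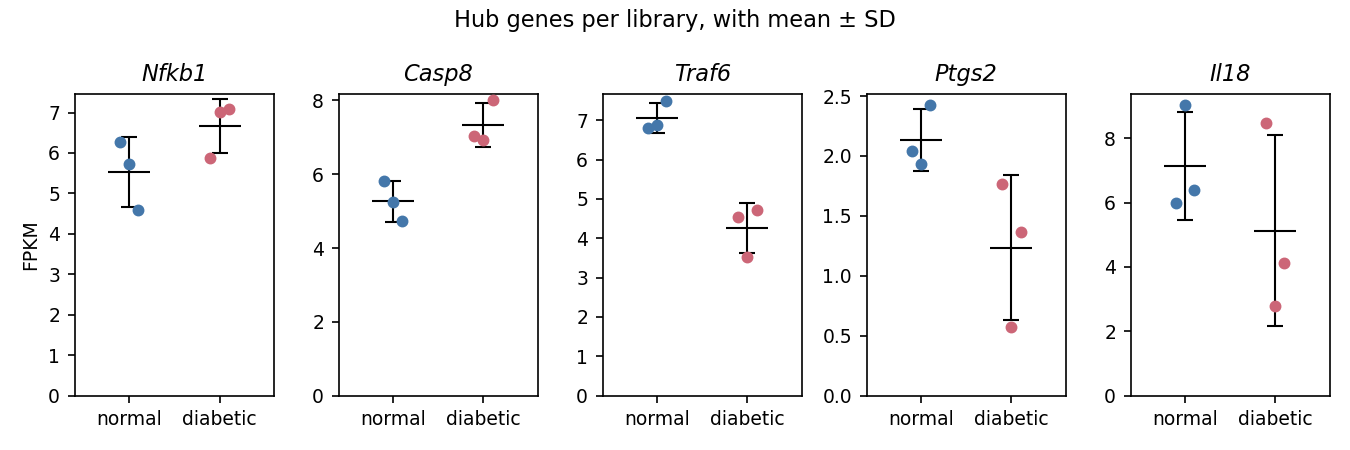
FPKM of *Nfkb1*, *Casp8*, *Traf6*, *Ptgs2* and *Il18* in each library.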

The intersection of these 10 algorithms was then identified as hub genes, which included *Nfkb1*, *Casp8*, *Traf6*, *Ptgs2*, and *Il18* (Figure 5(f)). Based on the semantic similarity, *Nfkb1* exhibited the highest similarity among the other 4 hub genes (Figure 5(g)). Therefore, we decided to use these 5 genes as hub genes for subsequent analysis.

### 3.8. Immune Infiltration Landscape Analysis

Many pieces of evidence indicate a strong link between the immune response and DK [1, 45, 46]. Therefore, we explored the panorama of the immune microenvironment with the CIBERSORTx algorithm. The distribution of immune cells is demonstrated in Figure 6(a), revealing different fractions of immune cells. 

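*Kit*, the stem cell factor receptor of mast cells and melanocytes, stood at 14.4 ± 1.36 FPKM in normal and 13.9 ± 5.18 FPKM in diabetic libraries (mean ± SD, n = 3 each). *Hpgds*, the prostaglandin D synthase of mast cells, stood at 0.521 ± 0.0948 and 2.65 ± 0.954 FPKM, above every normal library, while the vesicle transporter gene *Slc18a2* stood at 1.20 ± 0.132 and 1.12 ± 0.219 FPKM. *Tcf7*, a transcription factor of resting T cells, stood at 1.43 ± 0.621 and 1.34 ± 0.340 FPKM. Only 3 of 16 mast cell markers, 2 of 17 markers of CD4 T cells and 0 of 15 markers of NK cells reached the filter, so no NK cell marker could be compared. *Hpgds* had a log2 fold change of 1.26 (SE 0.21) and did not pass with limma (adjusted p 0.740) or edgeR (0.331), and passed with DESeq2 (1.24e-06). Cell proportions were not estimated here; marker genes were tested instead.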

The diabetic groups showed a higher proportion of resting mast cells, activated NK cells, and memory-resting CD4 T cells than those in the normal groups. However, the levels of naïve B cells, monocytes, and regulatory T cells were significantly lower than those in the normal groups (*p* < 0.05, Figure 6(b)). 

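*Cd68*, a marker of monocytes and macrophages, stood at 17.3 ± 1.06 FPKM in normal and 18.6 ± 2.70 FPKM in diabetic libraries (mean ± SD, n = 3 each). *Foxp3*, the transcription factor of regulatory T cells, stood at 0.664 ± 0.188 and 0.422 ± 0.0731 FPKM, and all 5 markers of these cells had a negative log2 fold change. *Fcrla*, the only B cell marker of 12 to reach the filter, stood at 0.437 ± 0.140 and 0.803 ± 0.248 FPKM. Of 6 markers of monocytes and macrophages 4 were positive. Camera gave adjusted p 0.567 for regulatory T cells and 0.400 for monocytes and macrophages. Over 9 lists of immune cells 27 genes were tested: 0 passed with limma or edgeR and 1 with DESeq2, and 2 had an unadjusted limma p under 0.05. The groups did not overlap for 2 genes with higher and 1 with lower diabetic values, where chance gives 10%, or 2.7 genes.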

The proportion of the remaining immune cells did not differ significantly between the two groups. The regulatory T cells showed significantly positive correlations with monocytes, and activated NK cells were positively correlated with resting mast cells (*p* < 0.05, Figure 6(c)). In addition, we implemented the relationship between hub gene expression and the immune cells in the diabetic groups (Figure 6(d)). The results displayed that all hub genes had strong positive correlations with resting mast cells and activated NK cells (*r* > 0.8, *p* < 0.05), while *Ptgs2* was negatively correlated with regulatory T cells (*r* = −0.82, *p* = 0.045).

### 3.9. Prediction of Hub Gene-miRNA-Small Compound Networks

Target prediction revealed that numerous hub genes were potentially regulated by DEmiRNAs, and small compounds were potentially regulated by these miRNAs. We searched for a hub gene-DEmiRNA-small compound regulatory network using the miRNet 2.0 database. A total of 20 significant interactions (*p* < 0.05) were identified, which included 4 hub genes (*Il18*, *Nfkb1*, *Ptgs2*, and *Traf6*), 2 DEmiRNAs (rno-mir-146a-3p and rno-mir-9a-5p), and 5 small compounds (ATRA (all-trans-retinoic acid), Chaihu Shugan San, dexamethasone, Longevinex (modified resveratrol), and resveratrol) (Figure 7).

### 3.10. Validation of the Hub Genes

The expression of five genes related to pyroptosis was analyzed by qRT-PCR in twelve corneal epithelial tissues from rats, including six normal samples and six diabetic samples. All 5 genes (*Nfkb1*, *Casp8*, *Traf6*, *Ptgs2*, and *Il18*) were significantly upregulated in diabetic corneal samples compared to normal controls (*p* < 0.05) (Figure 8), indicating that the results were reproducible and reliable.

## 4. Discussion

Diabetes mellitus is a major public health issue because of its high morbidity and mortality rate [47]. Diabetic patients are at increased risk of developing corneal complications such as recurrent erosions, delayed epithelial healing, increased endothelial cell loss, and a higher possibility of infections following cataract and refractive surgeries. It is well known that severe or chronic inflammation leads to outcomes in terms of corneal clarity, thickness, and healing [2]. To delineate the molecular alterations and explore potential disease markers associated with DK, we analyzed and identified the pyroptosis-related genes in the cornea of diabetic rats.

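*Gsdmd*, the gene of the pore protein gasdermin D, stood at 0.638 ± 0.176 FPKM in normal and 0.806 ± 0.270 FPKM in diabetic libraries (mean ± SD, n = 3 each). *Casp1*, the caspase that cleaves gasdermin D and pro-interleukin-18, stood at 2.71 ± 0.255 and 3.06 ± 0.243 FPKM, and its adaptor *Pycard* at 7.48 ± 0.892 and 7.29 ± 0.729 FPKM. The sensors *Nlrp3* (0.0743 and 0.0239 FPKM) and *Aim2* (0.157 and 0.118 FPKM) and the cytokine gene *Il1b* (0.147 and 0.0680 FPKM) lay under the filter. The log2 fold change was 0.16 for *Gsdmd* (SE 0.24, limma adjusted p 0.972), 0.14 for *Casp1* (SE 0.13, 0.956) and −0.014 for *Pycard* (SE 0.13, 0.996). A list of 21 core pyroptosis genes had a median log2 fold change of 0.022 and a mean of −0.040, and camera placed it lower (adjusted p 0.828), so its direction is open.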

In this study, we found that pyroptosis-specific markers, including IL-18 and gasdermin D (GSDMD), were upregulated in the DK group. The major canonical inflammasome NLRP3 can recruit and activate the adaptor protein apoptosis-associated speck-like protein-containing CARD and caspase-1, which further cleaves GSDMD and induces the release of proinflammatory cytokines such as IL-1*β* and IL-18 [48]. GSDMD is a physiological substrate of the canonical inflammasome pathway and plays a central role in the impairment of diabetic wound healing [49]. IL-18, produced by human corneal epithelial and stromal fibroblast cells [49–51], could mediate a series of intracellular signal transduction including the activation of NF-*κ*B, which was also elevated in the DK group, and promote the inflammatory response. 

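NF-kappa B is held in the cytoplasm by its inhibitor, whose gene *Nfkbia* is itself a target of the active factor. *Nfkbia* stood at 12.7 ± 2.62 FPKM in normal and 17.1 ± 2.85 FPKM in diabetic libraries (mean ± SD, n = 3 each). *Rela*, the activating subunit, stood at 25.7 ± 1.16 and 23.8 ± 2.66 FPKM. The log2 fold change was 0.43 for *Nfkbia* (SE 0.18, limma adjusted p 0.953) and −0.11 for *Rela* (SE 0.10, 0.956), and the groups overlapped for both. The paper takes interleukin-18 and gasdermin D as markers of pyroptosis, and names activation of NF-kappa B as 1 of the signals that interleukin-18 could set off. RNA levels do not show cleavage of gasdermin D or entry of NF-kappa B into the nucleus.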

Recent research found that increased IL-18 was involved in the pathogenesis of diabetic cardiomyopathy [52] and expressed in the renal and retinas of the STZ-induced diabetic rats [53, 54]. Moreover, the observation of the cell viability and ultrastructure of retinal stem cells revealed that IL-18 induces pyroptosis protein expression in retinal cells [55]. These findings extend the impact of IL-18 beyond DK, suggesting potential research avenues. 

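*Foxo3* encodes a transcription factor that insulin signaling keeps out of the nucleus. It stood at 5.33 ± 2.55 FPKM in normal and 7.26 ± 0.982 FPKM in diabetic libraries (mean ± SD, n = 3 each), with overlap. The log2 fold change was 0.47 (SE 0.27, limma adjusted p 0.953). At its locus of highest FPKM, the rule planned first and replaced after values had been seen, the log2 fold change was 0.0733. The locus used joins several gene names, so the value is uncertain.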

We also found that FOXO3 was upregulated in the DK group. This gene belongs to the forkhead family of transcription factors, which are characterized by a distinct forkhead domain. It encodes a protein that functions as a trigger for apoptosis through the expression of genes necessary for cell death [56, 57]. Recently, activating FOXO3 was shown to promote diabetic corneal epithelial wound healing [58]. It unravels FOXO3's role in DK pathogenesis, and its interactions may reveal novel therapeutic or diagnostic prospects.

In diabetic corneas, epithelium and immune cells are altered during wound healing. Hence, exploring the immune microenvironment is critical for understanding the pathophysiology of DK. In this study, we found that the diabetic groups owned a higher proportion of NK cells, CD4+ T cells, and mast cells. Previous evidence supported the idea that NK cells could modulate the inflammatory response to corneal epithelial abrasion and promote wound healing [59]. When activated, NK cells induce apoptosis of the target cells by secreting proinflammatory cytokines such as interferon-gamma, tumor necrosis factor, granulocyte-macrophage colony-stimulating factor, and macrophage inflammatory proteins 1a and 1b. Mast cells are bone marrow progenitor-derived immune cells that are increased in diabetic patients and animal models of diabetes, and they have been shown to modulate local inflammation and improve diabetic wound healing [60, 61]. Tregs play a critical role in maintaining self-tolerance and preventing the onset of autoimmune diseases [62]. Loss of Treg function can result in chronic inflammation [63], whereas excess activation of Tregs increases the risk of ocular pathologies ranging from delayed epithelial wound healing and chronic pain to recurrent erosions [64]. These conditions can further lead to corneal scarring and thinning.

To further explore the enriched pathways involved in the development of DK, we found several enriched pathways in the diabetic group, including the IL-17 signaling pathway, NOD-like receptor signaling pathway, TNF signaling pathway, and Toll-like receptor signaling pathway. 

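*Tnf*, the founding cytokine of its pathway, stood at 0.107 ± 0.150 FPKM in normal and 0.626 ± 0.261 FPKM in diabetic libraries (mean ± SD, n = 3 each), under the filter. *Il17a* and *Ifng* had no counts in any of the 6 libraries. Of the genes in the IL-17 list 29 of 52 had a positive log2 fold change, with a median of 0.011, and of the TNF list 50 of 78, with a median of 0.068. The list means of diabetic replicates 2 and 3 lay within the normal range for TNF, and for IL-17 diabetic replicate 2 lay below it, replicate 3 within it and replicate 1 above it. With camera the adjusted p was 0.567 for the IL-17 list and 0.152 for the TNF list, and with an estimated correlation 0.831 and 0.777. No member passed with limma or edgeR, DESeq2 called 1 in the IL-17 list (*Traf6*, lower), and at unadjusted limma p under 0.05 there were 3 higher and 2 lower genes of the IL-17 list and 3 higher and 1 lower of the TNF list.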

Previous studies have demonstrated that the expression of NLRP3, NF-*κ*B p65, and p-NF-*κ*B protein and mRNA was significantly enhanced in the diabetic group [65]. Also, high concentrations of TNF-*α* and the activated IL-17 signaling pathway have been shown to play an essential role in STZ-induced diabetic corneal epithelium and diabetic nephropathy [66, 67]. The diabetic corneas had significantly increased Toll-like receptor 4 expression, which was involved in corneal wound and nerve healing [68]. These findings collectively suggested that inflammation and immune response are critical factors involved in the pyroptosis-mediated pathogenesis of DK.

Through building hub gene-miRNA-small compound networks, we uncovered some potential small compounds like resveratrol and dexamethasone that may have therapeutic benefits in DK. Resveratrol, an antioxidant phytogenic substance, has been reported to control NF-*κ*B activation and modulate inflammatory gene expression through the Toll-like receptor pathway in epithelial cells [69, 70]. Similarly, dexamethasone, a glucocorticoid receptor (GR) agonist, may reversed neuroinflammation through the GR/NF-*κ*B signaling pathway in diabetic rats [71]. However, topical steroid use is usually not recommended for corneal epithelial defects due to the potential to delay healing [72]. Further experiments are warranted to investigate the efficacy of these potential candidates in the treatment of DK.

Although our current study improved the understanding of the relationship between hub genes and DK, there were still some limitations. First, the sample size used in the analysis was relatively small, and this may have impacted the results obtained. Additionally, although we were able to validate the expression of hub genes, we did not comprehensively evaluate additional important signaling pathways or direct mechanisms of hub genes and potential compounds involved in the process of DK. In the future, our focus will be exploring the protective effects of diverse compounds on DK to pave the way for innovative treatment strategies. Furthermore, the current study was performed using RNA sequencing from corneal tissue of diabetic rats, and therefore, we were unable to illustrate the expression of hub genes at the cellular level. Further studies could consider using single-cell sequencing to explore the direct mechanisms underlying the relationship between hub genes and DK.

## 5. Conclusions

In conclusion, we conducted a thorough and systematic bioinformatics analysis, identifying a hub gene signature related to pyroptosis that includes five genes (Nfkb1, Casp8, Traf6, Ptgs2, and Il18) and investigating potential compound treatment approaches for DK. Additionally, our research specifically targets transcriptomic analysis of the corneal epithelium under STZ-induced diabetic conditions, filling a notable gap in previous investigations in this area. The findings offer promising insights into DK's underlying mechanisms and propose a novel strategy for diagnosis and treatment. Further studies are essential to validate these findings.

## Figures and Tables

**Figure 1:**
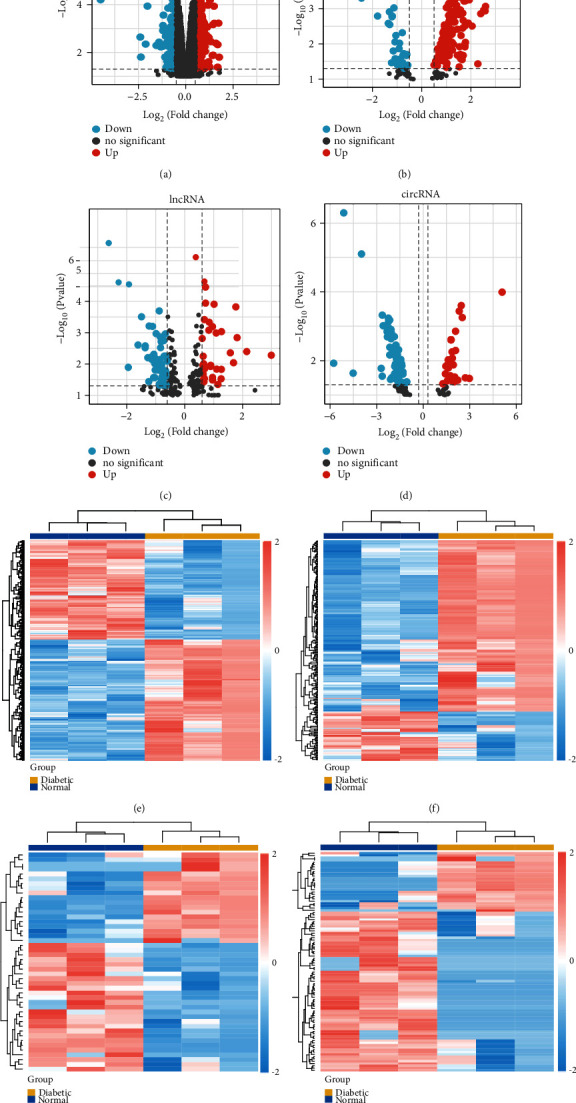
Differentially expressed genes between diabetic and normal samples. (a–d) The volcano plots indicate DEmRNAs, DEmiRNAs, DElncRNAs, and DEcircRNAs based on the fold changes > log2(1.2) and the adjusted *p* value < 0.05. Red dots indicate upregulation genes, blue dots indicate downregulation genes, and gray dots represent other genes that are not differentially expressed. (e–h) The heatmap also describes DEmRNAs, DEmiRNAs, DElncRNAs, and DEcircRNAs between different groups. The color scale represents the relative expression levels of the DEGs, where red indicates higher expression and blue indicates lower expression. DEmRNAs: differentially expressed mRNAs; DEmiRNAs: differentially expressed microRNAs; DElncRNAs: differentially expressed long noncoding RNAs; DEcircRNAs: differentially expressed circular RNAs.

**Figure 2:**
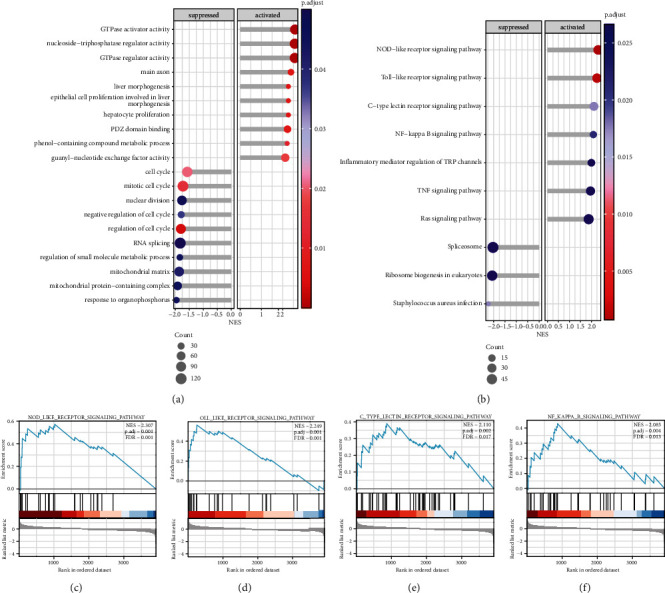
The results of Gene Set Enrichment Analysis (GSEA). (a) The top gene sets that were significantly upregulated and downregulated based on enrichment analysis in the Gene Ontology. (b) The top gene sets were significantly upregulated and downregulated based on enrichment analysis in the pathways. (c–f) GSEA plots showed the top four marked enriched pathway. Each run was performed with 1,000 permutations.

**Figure 3:**
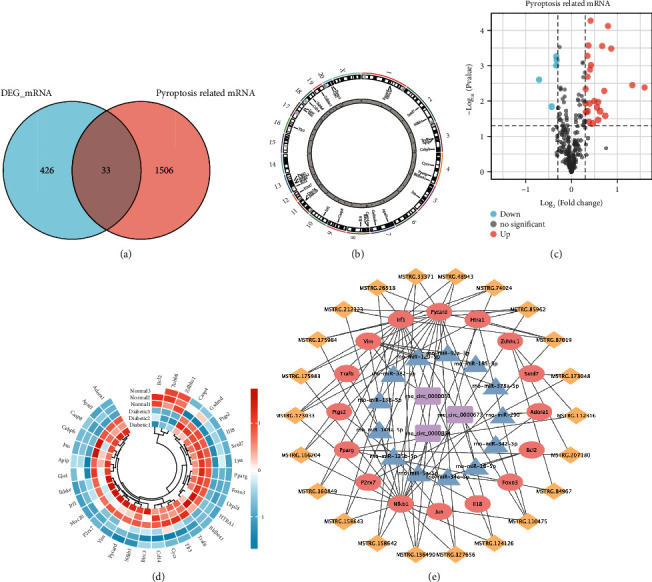
Identification of the differentially expressed pyroptosis-related genes (DEPRGs). (a) Venn diagram shows the overlap between the pyroptosis-related genes (in red) and DEmRNAs (in blue). (b) Circos plot depicts the chromosome positions of the 33 DEPRGs on the 21 chromosomes of rats. (c, d) The volcano and circle heatmap illustrate the upregulated and downregulated DEPRGs in the diabetic and control groups. Red represents higher expression, while blue represents lower expression. (e) Construction of the lncRNA-mRNA-miRNA-circRNA regulatory network. The colors pink, blue, yellow, and purple denote DEPRGs, DEmiRNAs, DElncRNAs, and DEcircRNAs, respectively. DEmiRNAs: differentially expressed microRNAs; DElncRNAs: differentially expressed long noncoding RNAs; DEcircRNAs: differentially expressed circular RNAs.

**Figure 4:**
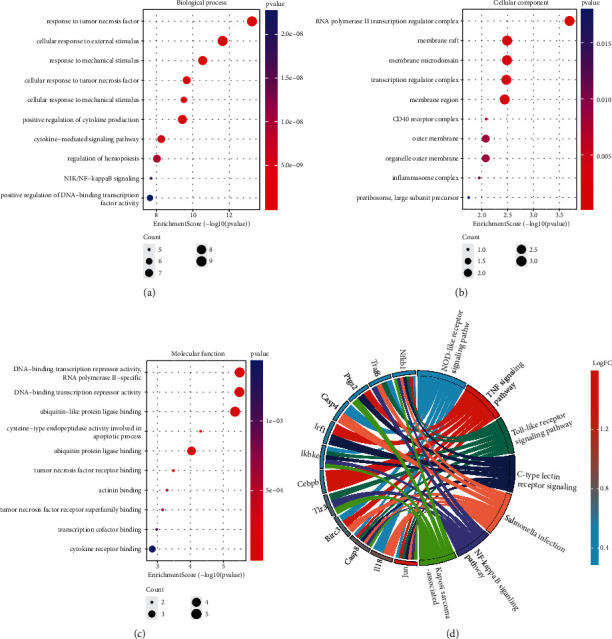
Functional enrichment analysis of the differentially expressed pyroptosis-related genes (DEPRGs). Bubble plot shows Gene Ontology annotation analysis of DEPRGs, including (a) biological process (BP), (b) cellular component (CC), and (c) molecular function (MF). (d) Chord plot illustrates the results of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of DEPRGs.

**Figure 5:**
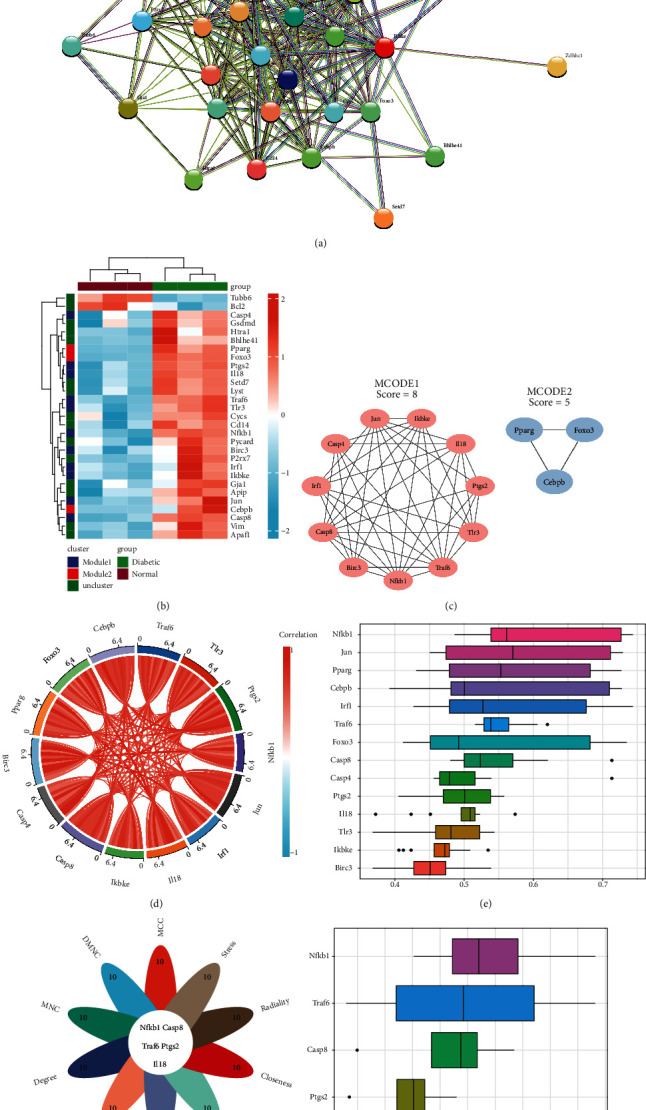
Protein-protein interaction (PPI) network integration and identification of hub genes. (a) Visualization of DEPRGs obtained from STRING database with interaction scores > 0.4. (b) The distribution of DEPRGs that are predicted by Molecular Complex Detection. The red and blue colors represent higher and lower expression, respectively. (c) Identification of key module 1 and module 2 in the PPI network by Molecular Complex Detection. (d) The correlation analysis between the different hub genes. The red and blue colors represent positive and negative correlations, respectively. (e) The functional similarity of the hub genes using the friends analysis. *Nfkb1* showed the strongest correlation with other genes. (f) Hub genes screened by 10 algorithms from cytoHubba. (g) The functional similarity of the five hub genes using the friends analysis. DEPRGs: differentially expressed pyroptosis-related genes; MCC: Maximal Clique Centrality; DMNC: Density of Maximum Neighborhood Component; MNC: Maximum Neighborhood Component; EPC: Edge Percolated Component.

**Figure 6:**
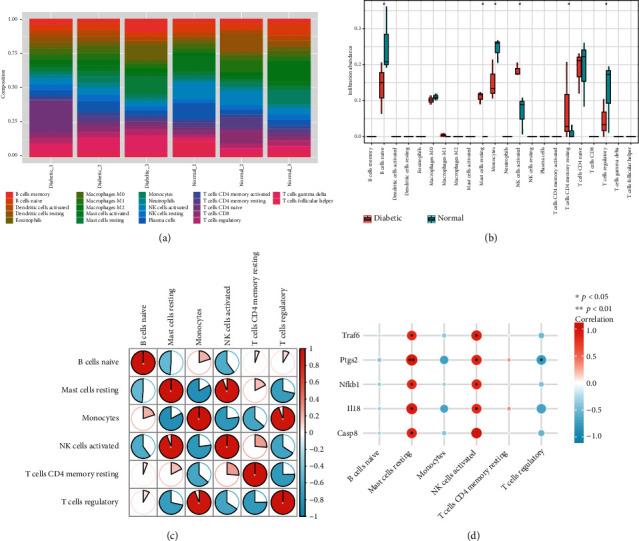
Comparison of immune cells and hub genes between diabetic and normal groups. (a) The percentage of 22 immune cell types is shown using the CIBERSORTx algorithm. (b) Box plot shows the differences in the abundance of immune cells in different groups (^∗^*p* < 0.05). (c) The correlation of significant immune cell proportions in the diabetic groups, with red indicating positive correlation and blue indicating negative correlation. (d) The correlation analysis of the significantly infiltrated immune cells and hub genes in the diabetic groups, with red indicating positive correlation and blue indicating negative correlation (^∗^*p* < 0.05, ^∗∗^*p* < 0.01).

**Figure 7:**
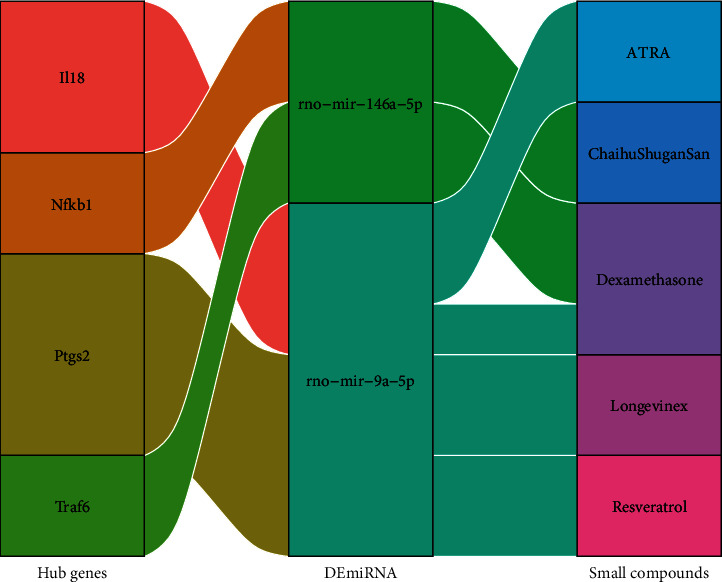
The interaction network of hub gene-DEmiRNA-small compounds. The first column represents the hub genes, the second column corresponds to the DEmiRNAs, and the third column to the small compounds. DEmiRNAs: differentially expressed microRNAs.

**Figure 8:**
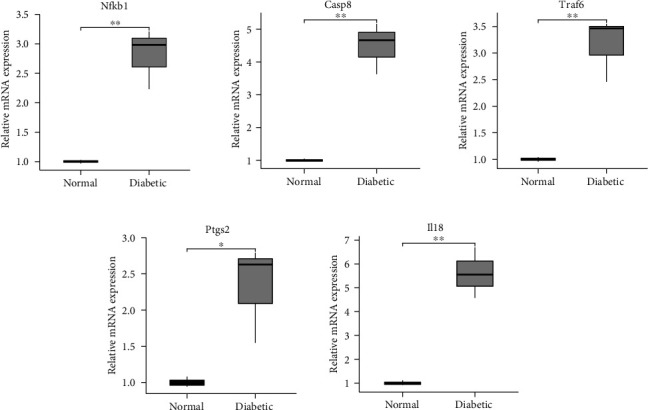
Verification of the hub genes by quantitative real-time PCR. The expression of *Nfkb1*, *Casp8*, *Traf6*, *Ptgs2*, and *Il18* was found to be significantly upregulated in diabetic corneal samples (^∗^*p* < 0.05, ^∗∗^*p* < 0.01).

## Data Availability

The datasets generated and/or analyzed during the current study are available from the corresponding author upon reasonable request. And the datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227165.

# Supplementary material for: Identification and Validation of the Pyroptosis-Related Hub Gene Signature and the Associated Regulation Axis in Diabetic Keratopathy
**Source:** J Diabetes Res. 2024 Mar 18;2024:2920694. doi: 10.1155/2024/2920694
**Supplement:** Supplementary Materials — Supplementary Figure 1: changes in blood glucose level and corneal sensitivity at four-week intervals after streptozocin injection. Supplementary Figure 2: flowchart to illustrate the analysis process of the present study. Supplementary Figure 3: principal component analysis on different groups. Principal component analysis (PCA) of complete genome data from corneal epithelial samples depicts the perfectly discriminated between the diabetic and control samples. Supplementary Table 1: primer sequences. Supplementary Table 2: Gene Set Enrichment Analysis (GSEA) enrichments. Supplementary Table 3: the list of differentially expressed pyroptosis-related genes (DEPRGs). Supplementary Table 4: Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichments.

**Supplementary Figure 1**

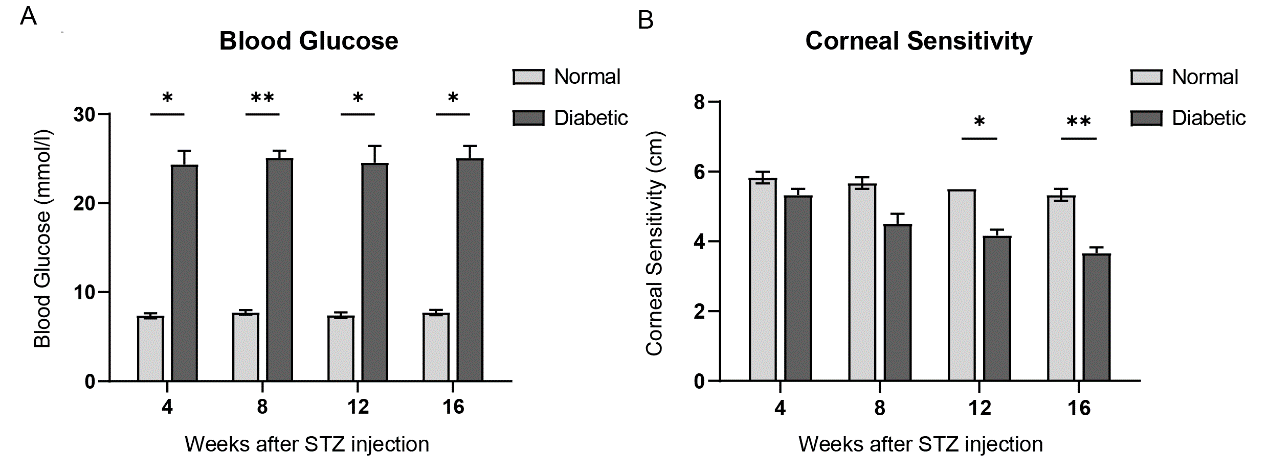

**Supplementary Figure 1** Changes in blood glucose level and corneal sensitivity at four-week intervals after streptozocin injection. (A) Blood glucose levels in the diabetic rats were significantly higher than that in normal rats, and blood glucose of the diabetic groups maintained greater than 16.67mmol/l through the experimental period (n = 3 per group). (B) Corneal sensitivity exhibited a gradual decline in the diabetic rats, with statistical differences becoming significant after 12 weeks of streptozocin injection (n = 3 per group). *P < 0.05, **P < 0.01.

**Supplementary Figure 2**

**
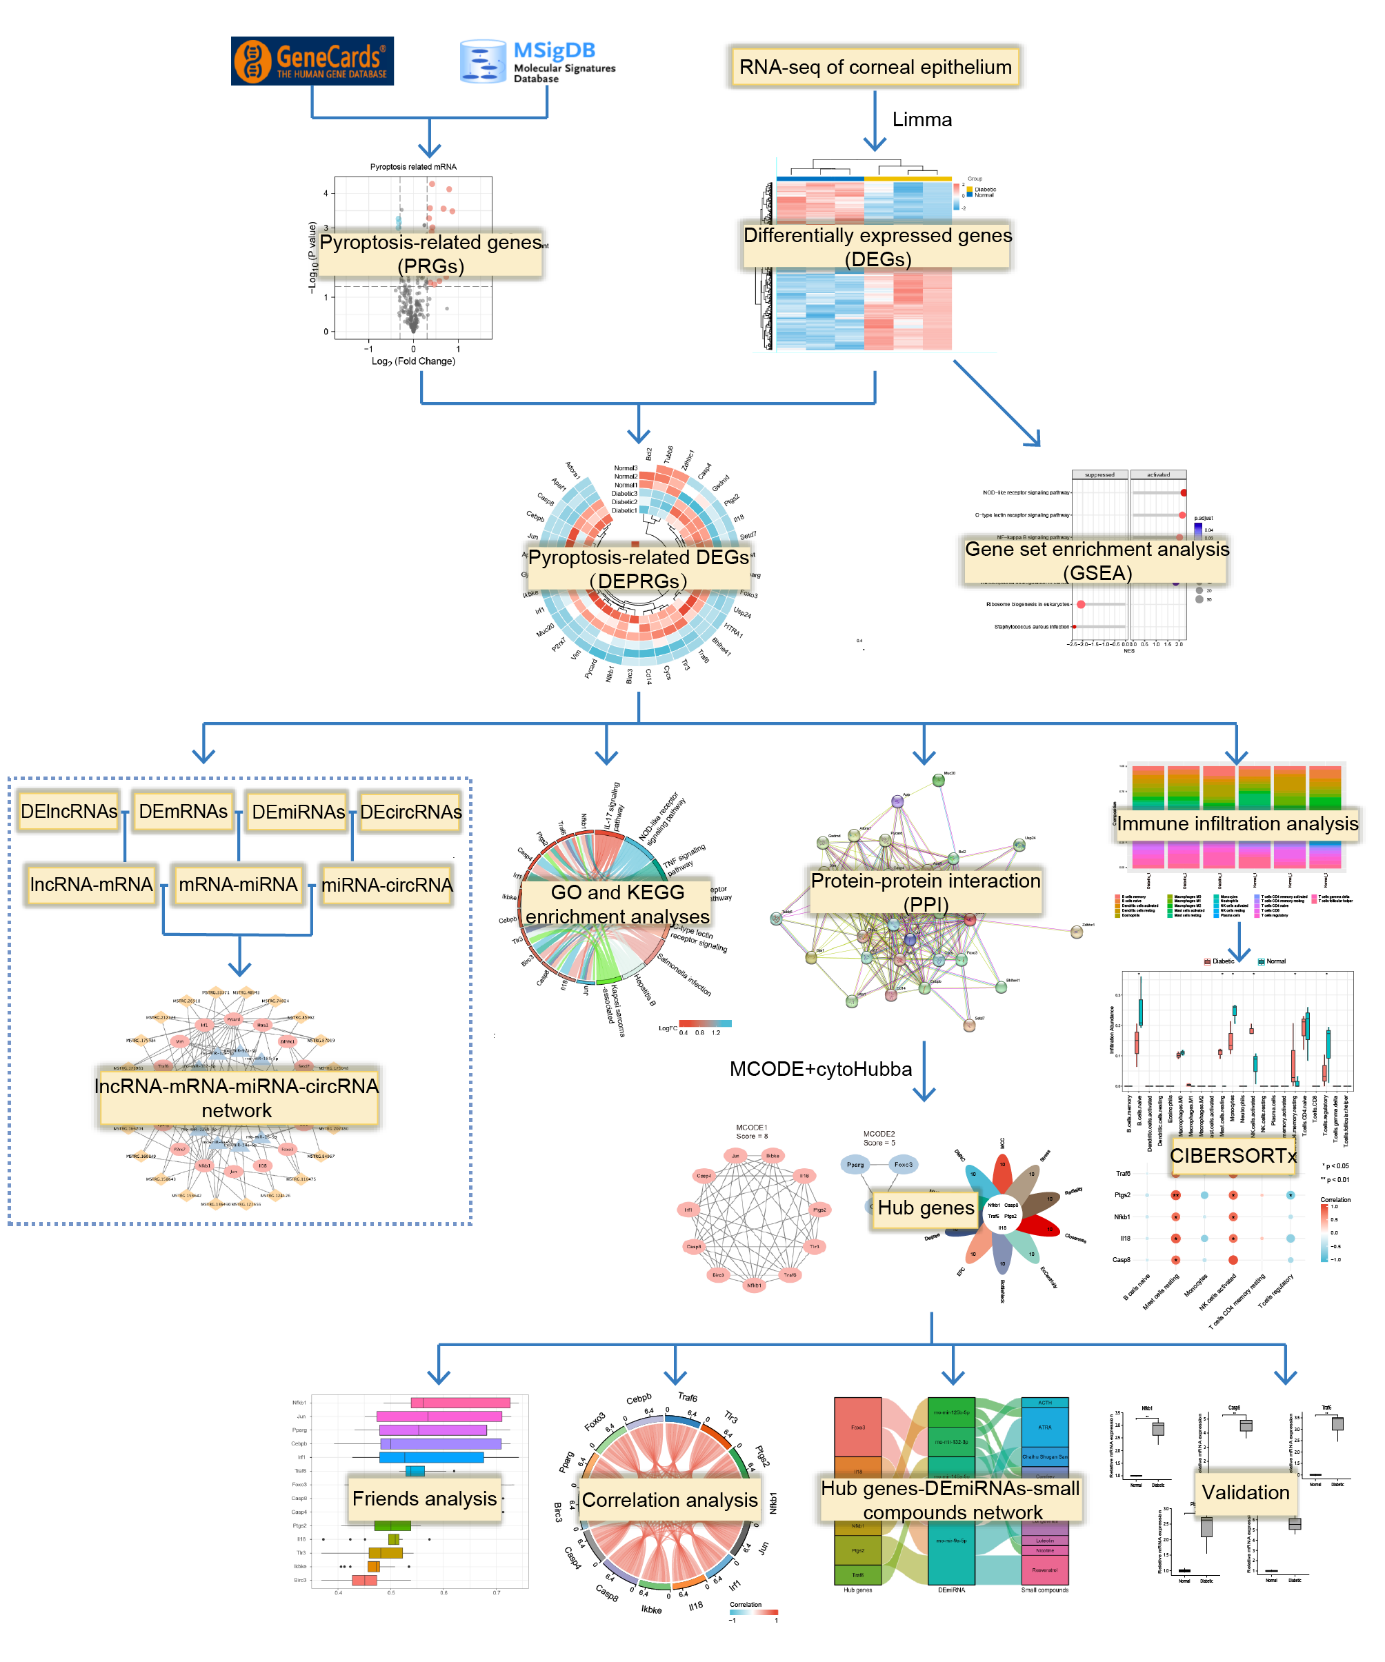
**

**Supplementary Figure 2** Flow chart to illustrate the analysis process of the present study.

**Supplementary Figure 3**

**
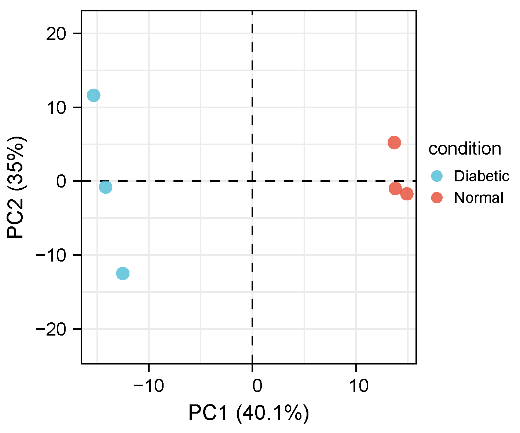
**

**Supplementary Figure 3** Principal component analysis on different groups. Principal component analysis (PCA) of complete genome data from corneal epithelial samples depicts the perfectly discriminated between the diabetic and control samples.

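Across loci the libraries resembled one another about as much between the groups as within them. Pearson correlations of the normalized log2 values averaged 0.904 among normal libraries (0.897 to 0.914), 0.894 among diabetic libraries (0.888 to 0.898) and 0.898 between the groups (0.880 to 0.915). Diabetic replicate 1 correlated at 0.912 with the normal libraries on average, and at 0.892 with the other diabetic libraries. The correlations describe these 6 libraries and were not tested.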

**Supplementary Table 1 Primer sequences**

| **Gene Symbol** | **Primer direction** | **Sequences (5’to 3’)** |
| --- | --- | --- |
| *Traf6* | Forward | ACATCCCTGAGCTGTCAAGC |
|  | Reverse | AGAGTTCAAAGGGGGCACTG |
| *Ptgs2* | Forward | ACCCCCTGCTGCCCGACACCT |
|  | Reverse | CCAGCAACCCGGCCAGCAATC |
| *Nfkb1* | Forward | TCCACTGTCTGCCTCTCTCGTC |
|  | Reverse | GCCTTCAATAGGTCCTTCCTGC |
| *Il18* | Forward | GACTCTTGCGTCAACTTCAAGG |
|  | Reverse | CAGGCTGTCTTTTGTCAACGA |
| *Casp8* | Forward | AACGTCTGGGCAACGAAGAAC |
|  | Reverse | ACGAGCTCCTTCAGGAAGGAC |
| *β-actin* | Forward | AGGGAAATCGTGCGTGAC |
|  | Reverse | CATACCCAAGAAGGAAGGCT |

**Supplementary Table 2 Gene set enrichment analysis (GSEA) enrichments**

| Description | NES | P-value |
| --- | --- | --- |
| GTPase activator activity | 2.582 | 5.974E-10 |
| nucleoside-triphosphatase regulator activity | 2.567 | 4.764E-10 |
| GTPase regulator activity | 2.567 | 4.764E-10 |
| main axon | 2.386 | 5.995E-05 |
| liver morphogenesis | 2.266 | 5.470E-05 |
| epithelial cell proliferation involved in liver morphogenesis | 2.266 | 5.470E-05 |
| hepatocyte proliferation | 2.266 | 5.470E-05 |
| PDZ domain binding | 2.224 | 6.478E-05 |
| phenol-containing compound metabolic process | 2.209 | 1.281E-04 |
| guanyl-nucleotide exchange factor activity | 2.118 | 2.459E-04 |
| cell cycle | -1.570 | 3.390E-04 |
| mitotic cell cycle | -1.724 | 1.910E-04 |
| nuclear division | -1.760 | 1.610E-03 |
| negative regulation of cell cycle | -1.787 | 9.782E-04 |
| regulation of cell cycle | -1.799 | 1.475E-05 |
| RNA splicing | -1.825 | 1.671E-03 |
| regulation of small molecule metabolic process | -1.837 | 1.477E-03 |
| mitochondrial matrix | -1.860 | 1.171E-03 |
| mitochondrial protein-containing complex | -1.914 | 1.436E-03 |
| response to organophosphorus | -1.957 | 1.450E-03 |
| NOD-like receptor signaling pathway | 2.307 | 3.150E-06 |
| Toll-like receptor signaling pathway | 2.249 | 1.030E-05 |
| C-type lectin receptor signaling pathway | 2.110 | 2.810E-04 |
| NF-kappa B signaling pathway | 2.085 | 4.390E-04 |
| Inflammatory mediator regulation of TRP channels | 1.994 | 9.340E-04 |
| TNF signaling pathway | 1.953 | 1.091E-03 |
| Ras signaling pathway | 1.870 | 8.500E-04 |
| Spliceosome | -2.026 | 1.098E-03 |
| Ribosome biogenesis in eukaryotes | -2.062 | 8.580E-04 |
| Staphylococcus aureus infection | -2.232 | 2.900E-04 |

NES, normalized enrichment score.

**Supplementary Table 3 The list of differentially expressed pyroptosis-related genes (DEPRGs)**

| Gene | Description | logFC | adj.P.Val |
| --- | --- | --- | --- |
| *Traf6* | tnf receptor associated factor 6 | 0.334 | 5.500E-04 |
| *Tlr3* | toll like receptor 3 | 0.709 | 2.480E-03 |
| *Ptgs2* | prostaglandin-endoperoxide synthase 2 | 0.424 | 9.600E-04 |
| *Nfkb1* | nuclear factor kappa b subunit 1 | 0.292 | 1.550E-03 |
| *Jun* | jun proto-oncogene, ap-1 transcription factor subunit | 1.595 | 4.130E-03 |
| *Irf1* | interferon regulatory factor 1 | 0.578 | 3.413E-02 |
| *Il18* | interleukin 18 | 0.867 | 3.300E-04 |
| *Ikbke* | inhibitor of nuclear factor kappa b kinase subunit epsilon | 0.582 | 1.068E-02 |
| *Casp8* | caspase 8 | 0.796 | 8.000E-05 |
| *Casp4* | caspase 4 | 0.556 | 1.521E-02 |
| *Birc3* | baculoviral iap repeat containing 3 | 0.730 | 2.580E-02 |
| *Pparg* | peroxisome proliferator activated receptor gamma | 0.669 | 2.800E-04 |
| *Foxo3* | forkhead box o3 | 0.415 | 5.000E-05 |
| *Cebpb* | ccaat enhancer binding protein beta | 0.620 | 1.948E-02 |
| *Vim* | vimentin | 0.714 | 5.180E-03 |
| *Tubb6* | tubulin beta 6 class v | -0.325 | 6.900E-04 |
| *Setd7* | set domain containing 7, histone lysine methyltransferase | 0.348 | 2.050E-03 |
| *Pycard* | pyd and card domain containing | 0.351 | 1.938E-02 |
| *P2rx7* | purinergic receptor p2x 7 | 0.297 | 1.042E-02 |
| *Lyst* | lysosomal trafficking regulator | 0.310 | 4.570E-03 |
| *Htra1* | htra serine peptidase 1 | 0.395 | 1.179E-02 |
| *Gsdmd* | gasdermin d | 0.377 | 3.838E-02 |
| *Gja1* | gap junction protein alpha 1 | 0.280 | 3.531E-02 |
| *Cycs* | cytochrome c, somatic | 0.318 | 2.026E-02 |
| *Cd14* | cd14 molecule | 1.328 | 3.560E-03 |
| *Bhlhe41* | basic helix-loop-helix family member e41 | 0.496 | 1.004E-02 |
| *Bcl2* | bcl2 apoptosis regulator | -0.430 | 1.459E-02 |
| *Apip* | apaf1 interacting protein | 0.301 | 1.167E-02 |
| *Apaf1* | apoptotic peptidase activating factor 1 | 0.405 | 1.290E-03 |
| *Muc20* | mucin 20, cell surface associated | 0.465 | 4.298E-02 |
| *Usp24* | ubiquitin specific peptidase 24 | 0.369 | 2.700E-04 |
| *Adora1* | adenosine a1 receptor | 0.347 | 5.300E-04 |
| *Zdhhc1* | zinc finger dhhc-type containing 1 | -0.335 | 9.900E-04 |

**Supplementary Table 4 Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichments**

| Ontology | ID | Description | P.value |
| --- | --- | --- | --- |
| BP | GO:0034612 | response to tumor necrosis factor | 6.920E-11 |
| BP | GO:0071496 | cellular response to external stimulus | 1.421E-09 |
| BP | GO:0009612 | response to mechanical stimulus | 1.179E-08 |
| BP | GO:0071356 | cellular response to tumor necrosis factor | 6.698E-08 |
| BP | GO:0071260 | cellular response to mechanical stimulus | 7.679E-08 |
| BP | GO:0001819 | positive regulation of cytokine production | 7.679E-08 |
| BP | GO:0019221 | cytokine-mediated signaling pathway | 9.509E-07 |
| BP | GO:1903706 | regulation of hemopoiesis | 1.441E-06 |
| BP | GO:0038061 | NIK/NF-kappaB signaling | 2.673E-06 |
| BP | GO:0051091 | positive regulation of DNA-binding transcription factor activity | 2.791E-06 |
| CC | GO:0090575 | RNA polymerase II transcription regulator complex | 7.853E-03 |
| CC | GO:0045121 | membrane raft | 2.817E-02 |
| CC | GO:0098857 | membrane microdomain | 2.817E-02 |
| CC | GO:0005667 | transcription regulator complex | 2.817E-02 |
| CC | GO:0098589 | membrane region | 2.817E-02 |
| CC | GO:0035631 | CD40 receptor complex | 4.088E-02 |
| CC | GO:0019867 | outer membrane | 4.088E-02 |
| CC | GO:0031968 | organelle outer membrane | 4.088E-02 |
| CC | GO:0061702 | inflammasome complex | 4.875E-02 |
| CC | GO:0030687 | preribosome, large subunit precursor | 6.554E-02 |
| MF | GO:0001227 | DNA-binding transcription repressor activity, RNA polymerase II-specific | 1.571E-04 |
| MF | GO:0001217 | DNA-binding transcription repressor activity | 1.571E-04 |
| MF | GO:0044389 | ubiquitin-like protein ligase binding | 1.571E-04 |
| MF | GO:0097153 | cysteine-type endopeptidase activity involved in apoptotic process | 1.304E-03 |
| MF | GO:0031625 | ubiquitin protein ligase binding | 1.975E-03 |
| MF | GO:0005164 | tumor necrosis factor receptor binding | 5.829E-03 |
| MF | GO:0042805 | actinin binding | 7.730E-03 |
| MF | GO:0032813 | tumor necrosis factor receptor superfamily binding | 9.273E-03 |
| MF | GO:0001221 | transcription cofactor binding | 1.244E-02 |
| MF | GO:0005126 | cytokine receptor binding | 1.492E-02 |
| KEGG | rno04621 | NOD-like receptor signaling pathway | 5.801e-11 |
| KEGG | rno04668 | TNF signaling pathway | 1.133e-10 |
| KEGG | rno04620 | Toll-like receptor signaling pathway | 3.022e-09 |
| KEGG | rno04625 | C-type lectin receptor signaling pathway | 8.403e-09 |
| KEGG | rno05132 | Salmonella infection | 3.992e-08 |
| KEGG | rno04064 | NF-kappa B signaling pathway | 6.981e-08 |
| KEGG | rno05167 | Kaposi sarcoma-associated herpesvirus infection | 4.523e-07 |

BP, biological process; CC, cellular component; MF, molecular function.

How the deposited data were processed for this re-analysis (not part of the article)

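RNA of scraped corneal epithelium was compared between 3 libraries of diabetic rats (50 mg/kg streptozotocin) and 3 of normal rats, 16 weeks after the injections. The small RNA, long noncoding RNA and circular RNA results of the paper were not analysed here, nor were its PCR and protein interaction results. According to the sources, the authors trimmed reads with cutadapt, checked them with FastQC and aligned them with Bowtie2 to the rat build rn6; tool versions are not given in the sources used here, and neither is the program that assembled or counted the loci. The authors deposited raw counts per locus beside FPKM values, which are scaled by locus length and library size. The deposited FPKM hold a small placeholder where the count is 0 (86380 values), and it was set to 0 here. The paper's log2 fold changes were made by the authors from log2 values normalized with the affy package, and the method within that package is not named.

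Each table holds 61453 loci, of which 31831 have an annotated transcript type (20864 protein coding) and 29622 have none. Loci without a type took 18.1% to 19.9% of the counts of a library. The floor that a count of 0 leaves is 3 counts over the library total. Where 1 group had no counts, a fold is given as a bound with 3 counts for the whole group. The counting error of a locus falls with its counts, and the spread between libraries is what the tests use.

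FPKM plus a pseudocount of 1 was put on the log2 scale and quantile-normalized over the 42551 loci with a mean FPKM of at least 0.5. limma 3.58.1 in R 4.3.3 compared diabetic with normal libraries (eBayes with trend), and a locus passed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.2. The counts of the same loci were also tested with the quasi-likelihood test of edgeR 4.0.16, which had been planned in case counts were present, and with DESeq2 1.42.0, which was added after the files had been seen. Of 55 gene lists written before the files were seen, the 40 with at least 5 tested members that do not come from the study were tested with camera at a preset correlation of 0.01, adjusted together, and again with the correlation estimated, with fry and with fgsea 1.28.0 (seed 20240). Of 2065 listed genes 1984 were found and 1587 reached the filter. KEGG pathways and GO terms annotated in the files, with 10 to 500 tested genes, gave 299 and 2947 further sets. Overlap of the genes of Supplementary Table 3 with all terms of at least 5 tested genes (310 KEGG and 5569 GO) was tested by one-sided Fisher tests, for the 27 of them with a KEGG and the 31 with a GO annotation. Hub genes were also tested by exact permutation of FPKM, where 3 against 3 libraries cannot give a p below 0.10. Groups were said not to overlap where all 3 libraries of 1 group lay above all 3 of the other, which chance gives for 10% of loci. Tables were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

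The genes named are those the paper names, the passing loci, the loci of smallest p without overlap, and up to 4 members of smallest p per list, by a rule written before the files were seen. Where several loci carry a symbol, the locus with an annotated type was used. This rule replaced the planned one (the locus of highest FPKM) after values had been seen, and among the genes named it changes the locus of *C1ql3*, AC131483, *Casp8*, *Foxo3*, *P2rx7*, *Bcl2*, *Tcf7* and *Itga2*. Loci are counted as passing whatever symbol they carry, and the loci that the planned rule picks for *C1ql3* and AC131483 do not pass. Genes on a locus whose name joins several symbols are called uncertain.

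The methods were tested on simulated data: counts drawn from the means and spread of these libraries, with 50 loci changed at each of 4 folds among 41681. At a fold of 4 limma found 50.0%, edgeR 82.0% and DESeq2 92.0% of the changed loci; at a fold of 2 they found 2.00%, 10.0% and 18.0%, and at 1.2 none. False calls numbered 1, 3 and 37. A list of 40 loci raised by a fold of 1.5 was found by camera, and 0 of 20 unchanged lists were called. In the real libraries 8 of 10 splits into 3 and 3 called at least 5 lists. The simulated lists therefore do not show how often camera calls wrongly in these libraries.

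The alternatives run were other normalizations, pseudocounts, filters, variance priors and library weights, leaving out each library in turn, other thresholds, other sets of loci, other tests for loci and for lists, and other backgrounds for terms. Correlations between genes were not analysed here, and cell proportions were not estimated, because the reference matrix was not used here.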

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

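Of the tests in this part, the thinning test and the test at 200 loci of diabetic replicate 1 were written down before their results were seen, and all others were chosen afterwards.

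Several of the 11 passing loci are present in 1 group and absent from the other. *N4bp3* and the plus-strand fragment in *Dut* have no counts in diabetic libraries, and the fragment in *Zfp655* has none in normal libraries; over all loci there are 8 with no counts in 1 group and at least 50 in every library of the other. Other splits of the 6 libraries into 3 and 3 hold up to 15 such loci, so all-or-none assignment of reads to a locus, library by library, is a candidate explanation that fits. In *Dut* the counts of the 2 strands, summed and scaled to library size, differ by a log2 ratio of −0.46, within the range of −1 to 1 set for reads that may have moved from 1 strand's locus to the other. Neither test looks at the reads themselves, and for *N4bp3* no partner locus was tested.

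Diabetic replicate 1 lies with the normal libraries on the first principal component. Library size does not account for it: on a scale from 0 (normal mean) to 1 (mean of diabetic replicates 2 and 3) its position was −0.0859 as deposited and −0.0885 with all libraries thinned to 62288901 counts. A mislabelled sample is possible: at the 200 loci of smallest p found without it, its median position was 0.0285, the lowest of the 6 libraries (highest 0.468), which met the criterion written beforehand, while at the 3 loci that passed without it its median position was 1, with the diabetic libraries. A test added after that result keeps the question open, since diabetic replicate 1 took the side of diabetic replicates 2 and 3 at 28.6% of loci, against 15.0%, 26.3% and 22.1% for the normal libraries left out in the same way. A weaker response in the tissue of that library would look the same, and samples were kept as labelled; a difference in handling stays open too, with immediate early and stress genes at 0.47 in that library and −0.42 and −0.33 in diabetic replicates 2 and 3, and the paper reports high blood glucose, lower corneal sensitivity and higher PCR values of the 5 hub genes in its diabetic group, which does not settle the label of 1 library.

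Of the 25 genes tested from the clock list 10 had groups that did not overlap, where the other splits reach 4. *Dbp* (9.16 to 4.37 FPKM), *Nr1d1* (13.2 to 5.38 FPKM), *Nr1d2* (6.37 to 4.27 FPKM), *Per3* (8.12 to 6.59 FPKM), *Ciart* (0.892 to 0.467 FPKM) and *Bhlhe41* were lower in all diabetic libraries and *Cry1* (3.50 to 5.13 FPKM), *Fkbp5* (6.75 to 10.7 FPKM), *Csnk1e* (13.4 to 17.0 FPKM) and *Tsc22d3* (3.17 to 6.11 FPKM, on a joined locus) higher, the last 3 outside the arms below, while 0 of the list passed with limma or edgeR, 1 with DESeq2 and 8 at unadjusted limma p under 0.05. As a list they had a median log2 fold change of 0.056 and a mean of −0.013, and camera placed them higher (adjusted p 0.567), with 14 positive and 11 negative values. The median of the arm with *Cry1* lay 0.45 above that of the arm with *Dbp*, against 0.32 in the highest other split, but the arms were set after values of these genes had been seen, and 2 of 5 and 3 of 10 members went against their arm. A difference in circadian phase or in the time of day of collection, which is not given in the sources used here, therefore stays open, and 10 splits, of which only 1, the real one, had as many genes without overlap, are too few for a p under 0.05. The arms say nothing on *Fkbp5*, *Csnk1e* and *Tsc22d3*, and other causes for these genes were not tested.

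The same limit holds for the counts of calls. The real split called 11 loci and the highest other split 6, so 1 of 10 splits reached the real count, and the splits are too few to tell it from chance. For gene lists the real split called 5 and the highest other split 11, and 8 of 10 splits reached 5, which points to structure among the libraries; of the 3 splits that keep diabetic replicates 2 and 3 together and apart from diabetic replicate 1, 2 called 11 lists and 1 called 6, against 7 at most in those that part them, so whether that structure is tied to the diabetic state stays open. At unadjusted limma p under 0.05 the real split gave 2021 loci and the highest other split 3054. With edgeR after adjustment the real split called 6 loci and the highest other split 12.

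The loci higher in diabetic libraries are not named in the paper. On chromosome 17, *C1ql3* had a log2 fold change of 1.99 and its neighbours MSTRG.20039 and MSTRG.20041 had 2.13 and 2.48. The minus-strand fragment in *Dut* had 3.07 and the fragment in *Zfp655* had 2.54. AABR07054400, a predicted gene on chromosome 3, had 2.67 (2.51 to 20.1 FPKM). AC131483, a short fragment on chromosome 3, had 2.31, while the locus of highest FPKM with this name had 0.11 (adjusted p 0.962). MSTRG.37476, a short locus on chromosome 6, had 2.54, with 0, 0 and 8 counts in normal libraries.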

How the results depend on the processing

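DESeq2, the annotated loci, the loci counted in all libraries, the locus of highest FPKM, the loci of a single gene and the KEGG and GO sets of the files were alternatives chosen after the files had been seen; the others were listed before, edgeR on the condition that counts were present.

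Counts of loci (11 as reported) depended on how low values were treated. They were 6 with a pseudocount of 0.1, 0 with 0.01, 3 with no filter on low values, 4 at a mean FPKM of at least 5, 6 for named symbols only, 3 for annotated loci only and 4 for loci counted in all 6 libraries. The cause was not tested. They were 2021 at unadjusted p, 6 with edgeR and 99 with DESeq2; other normalizations, variance priors, library weights and fold thresholds gave 10 or 11. Of 22 alternatives each, *Smagp* and *C1ql3* lost their call in 11. Leaving out 1 library gave 3 without diabetic replicate 1, 5 without diabetic replicate 2, 5 without diabetic replicate 3, 9 without normal replicate 1, 10 without normal replicate 2 and 9 without normal replicate 3, and the cause was not tested.

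Counts of gene lists (5 as reported) were 0 with the correlation estimated, 0 with fry, 1 with fgsea, 0 with edgeR, 0 with no further normalization, 0 with eBayes without trend, 1 with arrayWeights, 3 with no filter, 3 at a mean FPKM of at least 5 and 2 with each symbol at its locus of highest FPKM, and 5 or 6 in the remaining settings with all libraries. They were 9 without diabetic replicate 1, 2 without diabetic replicate 2, 4 without diabetic replicate 3, 2 without normal replicate 1, 0 without normal replicate 2 and 2 without normal replicate 3. The count thus changes with every library left out, and the cause was not tested.

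Of the 33 genes, 3 passed in the paper's direction at unadjusted p (*Casp8*, *Cd14* and *Ikbke*) and 0 in all other settings. Hub genes gave 3 at unadjusted p and 1 with DESeq2, and immune markers 2 at unadjusted p and 1 with DESeq2. Adjusted over the list alone, 14 of the 33 genes passed without diabetic replicate 1, 0 without each of the other 5 libraries, 0 with eBayes without trend, 3 with DESeq2 and 1 in the other settings without a block. KEGG terms numbered 59 with all tested genes as background, against 38. The share of variance on the first component ran from 23.5% to 27.7%, and it separated the groups in no setting.

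With the replicate numbers as a block, 1 locus and 6 gene lists passed, and 0 of the 33 genes when adjusted over the list alone; the block called none of the hub genes, immune markers or genes of Supplementary Table 3, so those counts stayed at 0. The numbers do not pair the libraries: after removing the group means, libraries of the same number correlated at −0.00923, 0.0251 and 0.0323. Not every library correlated best with its own number, so no pairing was seen for the block to remove.

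Of 92 genes, 81 kept their direction in every setting in which they were tested, and not every gene was tested in each. *Birc3* ran from −0.0508 without diabetic replicate 2 to 0.31 without diabetic replicate 3, and *Kit* from −0.32 without diabetic replicate 3 to 0.22 without diabetic replicate 2. Between diabetic replicate 1 and diabetic replicate 3 left out, *Cycs* ran from −0.29 to 0.0442, *Slc18a2* from −0.11 to 0.0641, *Tubb6* from −0.21 to 0.0127 and *Zdhhc1* from −0.19 to 0.0156. *Krt12* ran from −0.15 without normal replicate 2 to 0.13 without normal replicate 3 and was −0.068 for annotated loci only. *Pycard* ran from −0.0922 without normal replicate 3 to 0.0673 without normal replicate 2. *Tcf7* ran from −0.24 without normal replicate 1 to 0.10 without normal replicate 3, and was 0.0123 with a pseudocount of 0.1, 0.0205 with 0.01 and 0.0175 with arrayWeights. *P2rx7* was 0.15 at its locus of highest FPKM. *Cryaa* was 1.36 with edgeR and 1.36 with DESeq2, −2.67 without diabetic replicate 2 and 1.30 without diabetic replicate 3. The planned locus rule gave 0.0862 for *Casp8* and 0.0733 for *Foxo3*, against 0.43 and 0.47 with the rule used, which lies nearer to the paper; it gave 1.77 for *C1ql3* and 0.11 for AC131483, neither of which passed, −0.056 for *Tcf7* and −0.41 for *Itga2*.

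The clock list turned at a mean FPKM of at least 5 (adjusted p 0.505) and with fgsea (0.705), and the pyroptosis list at a mean FPKM of at least 5 (0.591), without normal replicate 2 (0.860) and without diabetic replicate 3 (0.840). The IL-17 list turned without diabetic replicate 1 (0.778). The adjusted p of the pyroptosis list ran from 0.551 without normal replicate 3 to 0.910 without normal replicate 1 over the libraries left out and was 0.979 at a mean FPKM of at least 1, and that of the IL-17 list from 0.380 without normal replicate 3 to 0.935 without normal replicate 2. The lists of immediate early and stress genes and of the cell cycle (0.152 each) passed without diabetic replicate 1 (1.09e-07 each, lower); the first turned without diabetic replicate 2 (0.921) and diabetic replicate 3 (0.959), and the cell cycle list, 0.510 without normal replicate 1, turned and passed without diabetic replicate 3 (0.000154). Alternatives not run were other aligners, annotations and counters, since the values start from the deposited tables.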

Differences from the paper's values

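All comparisons in this part were made after the values of the paper had been seen, and DESeq2 was added after the files had been seen.

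The paper reports 459 changed mRNAs, 278 higher and 181 lower, and here 11 loci passed, 8 higher and 3 lower. At the same thresholds no setting comes within 1.5 times of these counts: DESeq2, chosen after seeing the files, called 99 at most. Unadjusted p gave 2021 over all loci. For annotated loci only, chosen after seeing the values, unadjusted p gave 533, with 262 higher and 271 lower, which lies within that range, and 28 of the 31 tested genes of Supplementary Table 3 do not pass there in the paper's direction. Of the genes in Supplementary Table 3 the paper has 30 higher and 3 lower, and here 16 of 31 were positive and 15 negative. Without diabetic replicate 3 the positive count was 20, within 1.5 times of the paper's 30 (of 33 genes), though 19 of 31 genes shared the paper's sign there, as many as with all libraries; no planned setting brought the negative count there.

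A log2 fold change was taken to differ where its sign differed from the paper's or the 2 values lay further apart than the SD between libraries, pooled over the groups. For 21 of the 31 genes the log2 fold change differed from Supplementary Table 3, and for 10 it did not. The sign differed for 12 genes (the paper's value first): *Traf6* 0.334 and −0.61, *Tlr3* 0.709 and −0.31, *Ptgs2* 0.424 and −0.52, *Jun* 1.595 and −0.91, *Il18* 0.867 and −0.49, *Casp4* 0.556 and −0.37, *Cebpb* 0.620 and −0.22, *Pycard* 0.351 and −0.014, *P2rx7* 0.297 and −0.18, *Gja1* 0.280 and −0.15, *Cycs* 0.318 and −0.14, and *Bhlhe41* 0.496 and −0.49. No planned setting run with the locus rule used here brought any of these within range of the paper. The locus rule planned first gave 0.15 for *P2rx7*, which shares the paper's sign. Under that rule 20 of the 31 genes shared the sign, and distances from the paper were not computed. For *Traf6*, *Ptgs2* and *Il18* the paper also reports significantly higher values in diabetic samples by PCR, which was not analysed here. The sign was shared but the size differed for *Casp8* (0.796 and 0.43), *Birc3* (0.730 and 0.16), *Pparg* (0.669 and 0.25), *Gsdmd* (0.377 and 0.16), *Apip* (0.301 and 0.20), *Apaf1* (0.405 and 0.21), *Tubb6* (−0.325 and −0.075), *Bcl2* (−0.430 and −0.21) and *Zdhhc1* (−0.335 and −0.076). Of these, *Casp8* and *Birc3* stayed apart in every planned setting. Pseudocounts of 0.1 and 0.01 brought *Pparg*, *Gsdmd*, *Apip* and *Apaf1* within range. So did arrayWeights for *Pparg* and *Apaf1*. Leaving out diabetic replicate 1 did so for *Pparg*, *Gsdmd*, *Apaf1*, *Tubb6* and *Zdhhc1*, leaving out diabetic replicate 3 for *Apip*, and leaving out normal replicate 1 for *Bcl2*. Leaving out normal replicate 2 did so for *Gsdmd*, *Apip* and *Apaf1*, and normal replicate 3 for *Pparg* and *Apaf1*.

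At unadjusted p, a planned setting, *Casp8*, *Cd14* and *Ikbke* pass in the paper's direction. At unadjusted p this count was 11 without diabetic replicate 1, 4 with arrayWeights and 2 or 3 in the other settings. DESeq2, chosen after seeing the files, calls *Traf6*, in the direction opposite to the paper. With the paper's largest change in *Jun*, the ranking differs as well, since *Cd14* had the largest positive value here and *Jun* the most negative.

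Normalized enrichment scores were compared for 19 of the 30 terms in the supplement, and were taken to differ where the sign differed or 1 was more than 1.5 times the other, as they carry no error. They differed for 14 (the paper's first): GTPase activator activity 2.582 and 1.36, PDZ domain binding 2.224 and 1.24, cell cycle −1.570 and −0.805, mitotic cell cycle −1.724 and −0.936, negative regulation of cell cycle −1.787 and 0.817, regulation of cell cycle −1.799 and −0.952, mitochondrial matrix −1.860 and −1.15, NOD-like receptor signaling 2.307 and 1.26, Toll-like receptor signaling 2.249 and 1.11, NF-kappa B signaling 2.085 and 1.26, inflammatory mediator regulation of TRP channels 1.994 and 0.983, TNF signaling 1.953 and 1.10, Ras signaling 1.870 and 1.13, and Staphylococcus aureus infection −2.232 and −1.10. The other 5 lay closer to 0 here too: guanyl-nucleotide exchange factor activity 2.118 and 1.62, RNA splicing −1.825 and −1.33, C-type lectin receptor signaling 2.110 and 1.49, spliceosome −2.026 and −1.47, and ribosome biogenesis −2.062 and −1.62. The sign was the same for 18 of the 19, and the fgsea adjusted p was 0.264 or more for all; scores were not computed in other settings. A term here held the genes annotated to it in the files, such as 257 for cell cycle. The paper used the annotation package org.Rn.eg.db, so the genes of a term may differ between the 2 scores.

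Supplementary Figure 3 shows about 40% of variance on the first component and about 35% on the second, and here they held 26.2% and 21.8%. The first share lies within 1.5 times of the paper's at a mean FPKM of at least 5 (27.7%) and, chosen after seeing the files, for loci counted in all 6 libraries (27.6%). The second does so in no planned setting, and for annotated loci only, chosen after seeing the files, it does (24.7%). The paper describes its groups as separated, while here the first component separated them in no setting. A later component did separate them in some settings, component 5 in the one used here.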

Other observations

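All results in this part were looked up after the values had been seen, except for the gene lists, which were written before.

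Genes of ribosome production and of the cornified layer had lower means in diabetic replicates 2 and 3, and not in diabetic replicate 1. The mean deviation of the ribosome biogenesis list was −0.038 and −0.16 in these 2 libraries, 0.095 in diabetic replicate 1 and 0.0018 to 0.049 in normal libraries, and that of the cornified layer list was −0.12 and −0.63, 0.20, and 0.12 to 0.24. Immediate early and stress genes, which respond to handling of the tissue, ran the same way (−0.42 and −0.33, 0.47, and −0.072 to 0.30), and cell cycle genes were at 0.024 and −0.39, 0.26, and −0.047 to 0.077; camera called neither list with all libraries (adjusted p 0.152 each), and both without diabetic replicate 1 (1.09e-07 each). Of 108 ribosome biogenesis genes 82 had a negative log2 fold change (median −0.065), with *Imp3* (10.9 to 8.41 FPKM) and *Noc2l* (13.4 to 11.7 FPKM) below every normal library. Of 17 genes of the cornified layer 14 were negative (median −0.26), among them *Krt10* (2.28 to 0.992 FPKM) and *Cnfn* (3.64 to 1.25 FPKM). Camera called both lists (adjusted p 0.0399 each), neither call holds with an estimated correlation (0.798 each), and fgsea called cornification alone (0.0303). No gene of either list passed with limma, edgeR or DESeq2, and 1 and 2 genes had an unadjusted limma p under 0.05.

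*Ppme1*, which removes a methyl group from protein phosphatase 2A, stood at 7.69 ± 0.442 FPKM in normal and 3.61 ± 0.0936 FPKM in diabetic libraries (mean ± SD, n = 3 each), close to passing (limma adjusted p 0.0947). *Dcun1d3*, a regulator of cullin ligases, stood at 3.09 ± 0.448 and 6.69 ± 0.988 FPKM (0.497), and *Lrrc42* at 5.04 ± 0.521 and 8.52 ± 0.568 FPKM (0.793). *Pter*, next to *C1ql3* on chromosome 17, stood at 4.93 ± 0.197 and 7.66 ± 0.0842 FPKM (0.793), and the thioesterase gene *Them5* at 16.1 ± 1.81 and 10.2 ± 0.452 FPKM (0.901). DESeq2 called the first 4 of these genes, and edgeR none.

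*Akr1b8*, an aldo-keto reductase of the family that reduces glucose, stood at 1.58 ± 1.46 and 5.28 ± 1.20 FPKM, and *Txnrd1* at 5.87 ± 0.641 and 8.54 ± 1.91 FPKM; of 44 antioxidant genes 26 were positive (camera adjusted p 0.357). The glucose-responsive gene *Arrdc4* stood at 6.17 ± 1.47 and 10.1 ± 2.15 FPKM. *Cd74* stood at 5.75 ± 2.08 and 3.08 ± 0.354 FPKM and *RT1-Da* at 1.48 ± 0.181 and 0.770 ± 0.0274 FPKM, while the other 2 of the 4 tested genes of the MHC class II list were positive. The collagen receptor gene *Itga2* stood at 7.38 ± 0.584 and 4.79 ± 1.02 FPKM and the growth factor gene *Ereg* at 9.27 ± 1.26 and 6.48 ± 0.567 FPKM. The splicing factor *Hnrnph1* stood at 20.2 ± 2.92 and 11.8 ± 3.73 FPKM. None of these 8 genes passed with limma (adjusted p 0.953 each), edgeR or DESeq2; they are named because no diabetic library overlapped a normal one, which chance gives for 10% of genes.

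Of 299 KEGG sets camera called 1, systemic lupus erythematosus, higher in diabetic libraries (adjusted p 0.00709, and 0.975 with an estimated correlation). Its 77 genes include 34 named as histones, of which 24 were positive. The genes named as histones had a median log2 fold change of 0.19 and the other 43 genes one of 0.14. These parts were not tested separately, so whether the shift goes beyond histones stays open. As most histone transcripts lack a poly(A) tail, their level also depends on how RNA was selected, which was not tested. Of 2947 GO sets camera called 0, and fgsea called 2 KEGG and 3 GO sets. The lens gene *Cryaa* stood at 91.5 ± 48.7 and 226 ± 322 FPKM, with more spread among the diabetic libraries than between the groups. The list of 15 lens markers spread most among diabetic libraries too, at 2.69 in diabetic replicate 2 and −2.23 in diabetic replicate 3. Camera gave this list an adjusted p of 0.661, and the estimated correlation between its genes was 0.938. The amount of lens tissue in each library was not tested.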
